# Cell-type-specific gene expression patterns in the knee cartilage in an osteoarthritis rat model

**DOI:** 10.1007/s10142-017-0576-6

**Published:** 2017-11-13

**Authors:** Michal Korostynski, Natalia Malek, Marcin Piechota, Katarzyna Starowicz

**Keywords:** Osteoarthritis, Gene expression, Time-course, Molecular profiles, Biomarkers

## Abstract

Osteoarthritis (OA) is a chronic degenerative disease that leads to joint failure, pain, and disability. Gene regulation is implicated as a driver of the imbalance between the expression of catabolic and anabolic factors that eventually leads to the degeneration of osteoarthritic cartilage. In our model, knee-joint OA was induced in male Wistar rats by intra-articular sodium monoiodoacetate (MIA) injections. Whole-genome microarrays were used to analyse the alterations in gene expression during the time-course of OA development (at 2, 14, and 28 days post-injection) in rat knee joints. The identified co-expressed groups of genes were analysed for enriched regulatory mechanisms, functional classes, and cell-type-specific expression. This analysis revealed 272 regulated transcripts (ANOVA FDR < 0.1% and fold > 2). Functionally, the five major gene expression patterns (A–E) were connected to PPAR signalling and adipogenesis (in cluster A), WNT signalling (in cluster B), endochondral ossification (in cluster C), matrix metalloproteinases and the ACE/RAGE pathway (in cluster D), and the Toll-like receptor, and IL-1 signalling pathways (in cluster E). Moreover, the dynamic profiles of these transcriptional changes were assigned to cellular compartments of the knee joint. Classifying the molecular processes associated with the development of cartilage degeneration provides novel insight into the OA disease process. Our study identified groups of co-regulated genes that share functional relationships and that may play an important role in the early and intermediate stages of OA.

**Electronic supplementary material:**

The online version of this article (10.1007/s10142-017-0576-6) contains supplementary material, which is available to authorized users.

## Introduction

Osteoarthritis (OA) is the most common type of arthritis and degenerative joint disease and involves cartilage and many of its surrounding tissues (Karsdal et al. 2016; Mobasheri and Henrotin 2015). Disease progression is usually slow but can ultimately lead to joint failure, pain, and disability. Hip and knee OA tend to cause the greatest burden to the population, as pain and stiffness in these large, weight-bearing joints often lead to significant disability, requiring surgical intervention (Litwic et al. 2013). OA is regarded as a complex disease whose cause is not completely understood. While it is perceived as a structural disease, the underlying pathology and chronic changes of OA occur at the cellular and molecular levels (Loeser 2006). Furthermore, effective diagnostic aids are not available to assist in the management of OA. Persons with OA are a heterogeneous population, ranging widely in age, disease impairment, functional goals, and interests (Nguyen et al. 2011). Therefore, the management of OA patients should be comprehensive and individualised and should take into account the progression rate of the disease. The genetics of OA are important for understanding its initiation and progression (Sandell 2012; Thakur et al. 2013). There is still a need for molecular markers in OA for disease diagnosis, prognosis, and monitoring in clinical practice, as well as for patient selection and study design optimization in clinical interventional trials (Karsdal et al. 2016).

Understanding the molecular events that occur within articular cartilage will provide knowledge not only of the disease mechanisms but also of new diagnostic markers and cellular targets for therapeutic and nutritional interventions. Although clinically subtypes can be defined by their aetiology, clinical presentation, and radiographic evaluation, how these subtypes translate into the cellular and molecular pathways of joint degradation remains unknown. Insights into osteoarthritis progression have revealed that different cell-type populations might be important for disease progression. Several studies have suggested a role for synovial macrophages and their main proinflammatory cytokines [interleukin (IL)-1 tumour necrosis factor (TNF)-α] in driving OA synovitis (Bondeson et al. 2006). However, the complex aetiology of OA indicates the involvement of diverse roles and multiple cell types in the process of cartilage degeneration.

While exciting breakthrough treatments continue to become available for rheumatoid arthritis (RA), highly effective therapies do not exist for OA. With a better understanding of the molecular process through continued research, progress may be achieved in the development of medications to effectively control the symptoms and disease progression of OA. The imbalance between anabolic and catabolic factors that leads to the breakdown and degradation of articular cartilage in OA involves many factors: proteins (including structural proteins of the extracellular matrix) inflammatory cytokines, catabolic and anabolic enzymes, and cell-signalling molecules (Rousseau and Delmas 2007).

A functional genomic approach to OA focuses on measuring changes in gene expression, allowing for the discovery of new factors involved in the disease and in joint tissue development or maintenance (Steinberg et al. 2017; Steinberg and Zeggini 2016). Further understanding of the molecular and cellular basis of OA is fundamental for the identification of new therapeutic targets and the development of specific strategies and interventions (Alcaraz et al. 2010). We used a transcriptomics study to compare data between healthy and various OA states to better understand the mechanisms underlying the disease and to guide the development of new therapeutic strategies.

## Methods

### Animals

Male Wistar rats (Charles River, Germany) initially weighing between 225 and 250 g were used for all the experiments. Animals were housed 5 per cage under a standard 12/12 h light/dark cycle and had free access to food and water. The animal procedures were performed following the recommendations of the International Association of Studies on Pain and the reduce, replace, and refine principles (3Rs). The study was approved by the Local Bioethics Committee of the Institute of Pharmacology PAS (approval number 938/2012). In the experiments, we compared non-treated (intact) and osteoarthritic animals. Our previous results showed no significant changes in joint hypersensitivity and DWB tests for saline-injected rats (unpublished data). Since our study aimed at the comprehensive comparison between healthy and OA-affected cartilage in the context of existing pain, this approach, respecting the 3R principles, seems to be perfectly sufficient. Rats were randomly allocated to the groups.

### MIA-induced model of osteoarthritis

The rats were anaesthetized with 5% isoflurane (Forane, Baxter Healthcare Corporation, USA) in 100% O_2_ (3 L/min) until the flexor withdrawal reflex was abolished. The skin covering the right knee joint was shaved and swabbed with 100% ethanol. A 27-gauge needle was introduced into the joint cavity through the patellar ligament, and 50 μl containing 3 mg of sodium monoiodoacetate (MIA; Sigma-Aldrich, USA) in 0.9% saline was injected intra-articularly (i.a.) to induce OA-like lesions. The MIA model was chosen due to its particular usefulness for studying joint pain and due to multiple similarities in the mechanisms of cartilage degeneration in this model to those observed in human OA cartilage. The dose of MIA (3 mg i.a., injection) was selected based on previous investigations in rats (Cao et al. 2017; Nguyen et al. 2011; Tan et al. 2006).

### Tissue collection and RNA isolation

The animals were sacrificed at days 2, 14, and 28 post-MIA injection (Fig. 1). The time-dependent alterations that occur following MIA induction mimic the changes observed in human pathology. In our previous work, we monitored the development of pain-like behaviour in rats during the 28 days of MIA-induced OA progression (Pajak et al. 2017). The ipsilateral knee was opened with surgical instruments, and the meniscus and the articular cartilage of the tibia and femur were collected. Because of mechanical nature of the isolation, the samples include small parts of joint capsule and bone. The collected samples were placed in individual tubes containing the tissue storage reagent RNAlater (Qiagen Inc., Valencia, CA, USA) and stored at − 70 °C until RNA isolation. Each sample consisted of the ipsilateral knee tissue from one individual animal, and 4 replicate samples were analysed per group, i.e., the analysis is based on 8 rats per group. RNA was isolated following the manufacturer’s protocol and further purified using an RNeasy Mini Kit (Qiagen Inc.). The total RNA concentration was measured using an ND-1000 Spectrometer (NanoDrop Technologies Inc., Montchanin, DE, USA).

**Fig. 1:**
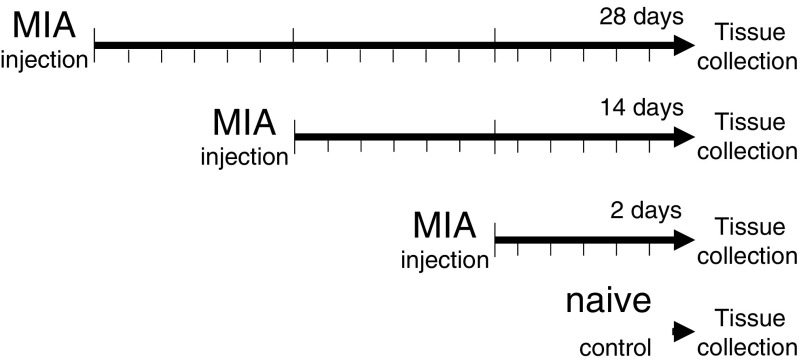
Outline of the experimental design. The rat model of OA was developed by the intra-articular (i.a.) injection of 3 mg of MIA. Rats were monitored for OA-related pain symptoms before MIA injection and every second day after the procedure. The animals were sacrificed at days 2, 14, and 28 post-MIA injection. Joint tissue samples (consisting of the meniscus and articular cartilage from the tibia and femur) from the ipsilateral knees were collected from 32 animals (*n* = 8). Whole genome expression profiling using microarrays was performed at the selected time-points

### Microarray analysis

The quality of RNA was determined by using an RNA 6000 Nano LabChip Kit and Agilent Bioanalyser 2100 (Agilent, Palo Alto, CA, USA). Preparation of cRNA was performed according to the protocol provided by Affymetrix (Santa Clara, CA). The same amounts of total RNA from two animals were pooled and further purified by using an RNeasy Mini Kit (Qiagen Inc. Total RNA (3 μg) derived from each pool (*n* = 4) was converted to double-stranded cDNA using a SuperScript System (Invitrogen, Carlsbad, CA) and an oligo(dT)24 primer containing a T7 RNA polymerase promoter site. Biotin-labelled cRNA was synthesised from cDNA using a labelling Kit and purified by using a GeneChip Cleanup Sample Module (Qiagen Inc., Valencia, CA, USA). The yield of the in vitro transcription reaction was determined by the product absorbance at 260 nm, as measured by NanoDrop ND-1000 (NanoDrop Technologies, Inc., Montchanin, DE), size of cRNA probes was evaluated by using RNA 6000 Nano LabChip Kit (Agilent, Palo Alto, CA, USA). Fragmented cRNA was used for hybridization to GeneChip® Rat Gene 2.0 ST arrays (Affymetrix). The arrays were washed and stained with streptavidin-phycoerythrin (Merck, Darmstadt, Germany) in Fluidics Station 400 (Affymetrix) according to the standard protocol of the manufacturer. The arrays were scanned by using a GeneChip Scanner 3000 (Affymetrix).

### Microarray data analysis

Microarray data were initially processed using GeneChip Operating Software (Affymetrix) with the appropriate quality controls. After background subtraction, the data were normalised using quantile normalisation and then log_2_-transformed. The obtained signal was considered the measure of mRNA abundance, derived from the level of gene expression. All statistical analyses were performed in the latest version of R software. Statistical analysis of the results was performed using appropriate statistical tests, followed by corrections for multiple testing (estimation of false discovery rate). Hierarchical clustering was performed using the measure of Euclidian distance and the average distance linkage methods. Cluster visualisation was performed using dChip software (www.dchip.org).

### Functional classification and cell-type-specific gene expression

The gene annotation tool Enrichr was used to identify over-represented ontological groups among the gene expression patterns and to group the genes into functional classifications (Kuleshov et al. 2016). Over-represented terms (Wiki Pathways 2016) were defined as having at least three transcripts and *p* < 0.05 per Fisher’s exact test. For cell-type enrichment of mRNA, the Enrichr cell types (Gene Atlas) module was used. The identification of over-represented transcription factor binding sites (TFBSs) in the regulatory regions of genes was performed using the Seqinspector resource (Piechota et al. 2016). Gene symbol lists were submitted, and default parameters were used.

## Results

### Gene expression profiling during the development of knee-joint arthritis

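Each sample held the meniscus and the articular cartilage of the tibia and femur from the injected knee of male Wistar rats, together with small parts of joint capsule and bone. MIA, an inhibitor of glycolysis that is toxic to chondrocytes, was given once at 3 mg, and intact animals served as controls. No arrays came from saline-injected animals, so each difference from intact animals includes any effect of the injection itself. A single intact group, labelled day 0, served as control for days 2, 14 and 28. The differences may therefore also include effects of age or of elapsed time, which cannot be told apart from MIA. Total RNA was measured on 16 arrays, 4 from intact animals and 4 from each of days 2, 14 and 28 after the injection, so n = 4 arrays per group throughout. Tissue was collected from single animals and the RNA of 2 animals was pooled per array, so the 4 arrays of a group stand for 8 rats, and each array was treated as 1 independent sample. Of the 36685 probe sets on the array, 18511 were paired with exactly 1 gene symbol, 575 with several and 17599 with none used here. The values are log2 signals from RMA, which subtracts background, applies quantile normalisation between arrays and summarises the probes of each probe set. The sample labels name the oligo package for this step, whereas the methods name GeneChip Operating Software before background subtraction, quantile normalisation and log2 transformation. The values ranged from 1.60 to 13.84, the array medians from 6.57 to 6.69, and the correlation across probe sets between any pair of arrays from 0.959 to 0.992 (probe sets are not independent replicates). Replicate numbers are those of the sample titles, which at day 2 differ from the numbers in the descriptions. The genome build behind the probe annotation is not named, so genes are given by symbol without coordinates. Transcripts of skeletal muscle and of bone marrow varied between arrays. The mean mRNA abundance of 25 skeletal muscle markers, mostly contractile proteins, was 6.96 to 9.71 in intact animals, 6.65 to 8.39 at day 2, 8.45 to 10.87 at day 14 and 6.53 to 8.68 at day 28. The mean over the neutrophil and the erythroid and marrow progenitor markers was 9.29 to 9.44 in intact animals, 8.82 to 9.41 at day 2, 7.59 to 9.62 at day 14 and 7.02 to 9.04 at day 28. All groups were fitted in 1 model with limma, which shares information on the spread across probe sets, and p was adjusted by the Benjamini-Hochberg method over all probe sets. Differences are log2 differences of group means, and a transcript is called higher or lower, or said to have risen or fallen, at an adjusted p under 0.05 unless another threshold is named. The comparisons, the 41 gene lists, the rule for the genes named in the text and the alternatives that are not marked as added later were set before the data were examined, although the values of Table S1 had been seen. Whether a list shifted against all other named genes was tested with camera at a preset correlation between genes of 0.01. The test used 1 probe set, the brightest, for each of 18166 gene symbols, and p was adjusted over 205 pairs of list and comparison. None of the 205 passed when that correlation was estimated from the data, and this second adjusted p stands beside each call. The number of arrays limits the precision of every value.

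**Figure D1:**
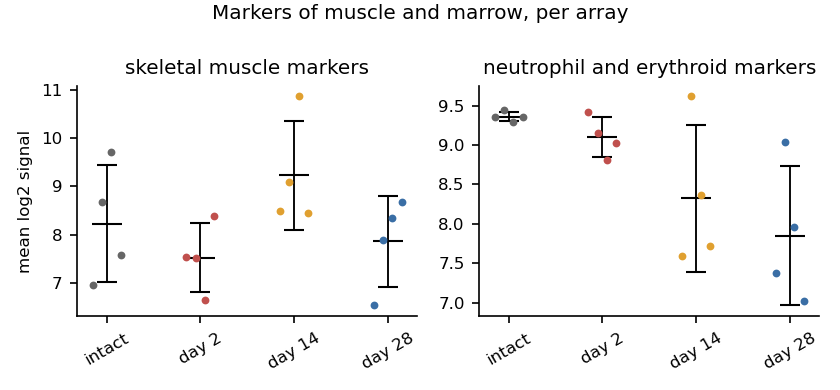
Mean log2 mRNA abundance of skeletal muscle markers (left) and of neutrophil and erythroid markers (right) per array in intact animals and 2, 14 and 28 days after MIA. Points are arrays and bars are the mean ± SD of 4 arrays. The array day 14 replicate 3 reached 10.87 for skeletal muscle, and 2 later arrays stayed above 9 for marrow while the others of days 14 and 28 lay at 8.37 or below.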

We used whole-genome Affymetrix Rat Gene 2.0 ST microarrays to analyse the alterations in gene expression overtime in rat knee joints following MIA treatment. The early, intermediate, and relatively late changes in mRNA abundance were analysed at three time points (2, 14, and 28 days following MIA injection) and compared to the mRNA expression of healthy animals (Fig. 1). 

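At day 2 the largest increases among genes whose arrays all lay above the intact arrays were in Ly49si1, a receptor of natural killer cells (3.52), Ccl7, a chemokine that attracts monocytes (3.13), and Slpi, an inhibitor of neutrophil elastase (2.96). The largest decreases at day 2 were in Scrg1 (-4.35) and Clec3a (-4.29), both expressed in cartilage, and in the cartilage matrix protein Cilp (-3.97). At day 14, Mmp12, a protease of macrophages, and Tnn, an extracellular matrix protein, were among the most increased (3.50 and 3.22), and Col2a1, the main collagen of cartilage, was among the most decreased (-3.12). At day 28, Gpr15lg, a ligand of the receptor Gpr15, was 13.0-fold higher, and Thrsp, a regulator of fatty acid synthesis, was 22.2-fold lower than in intact animals. In all, 5404 probe sets were higher and 4122 lower at day 2, 3350 higher and 2206 lower at day 14, and 2848 higher and 2368 lower at day 28. Of these, 660 and 492 at day 2, 379 and 345 at day 14, and 218 and 540 at day 28 differed by more than 2-fold. The 4 arrays of the day and the 4 intact arrays did not overlap in 27.0% of probe sets at day 2, 18.4% at day 14 and 18.2% at day 28, where chance gives 2.86%. The share of called probe sets that were higher depended on the scaling. It was 56.7% at day 2, 60.3% at day 14 and 54.6% at day 28, against 71.4%, 70.2% and 64.2% with each array centred on its own median, and 44.6% at day 28 with cyclic loess. Without day 14 replicate 4, 1461 probe sets were lower at day 14, and with the marrow markers as a covariate, added after the data were seen, 715 were higher and 823 lower at day 28.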

Microarray data analysis using one-way ANOVA identified 884 transcripts (expected number of false positives ~ 0) with altered expression levels during the development of knee-joint arthritis. 

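Transcripts that differed from intact animals on every day included Lrrc15, a membrane protein of activated fibroblasts, which rose by 1.80 at day 2, 3.02 at day 14 and 3.02 at day 28. Zfp385b, a zinc finger protein, was lower by similar amounts on each day (-2.76, -2.89 and -2.32). Flt3, a cytokine receptor of dendritic cell precursors, rose at day 2 alone (1.63), with 0.16 at day 14 and -0.13 at day 28, and Car9, a carbonic anhydrase induced by hypoxia, fell at day 2 (-0.76) and rose at day 28 (1.10). The moderated F-test of limma over the 3 comparisons with intact animals passed 11361 probe sets (31.0% of those tested), of which 4203 had an adjusted p under 0.001. An ordinary one-way ANOVA of each probe set passed 11307 after Benjamini-Hochberg adjustment and 4050 at an adjusted p under 0.001.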

Further data analysis indicated 272 transcripts that had significantly different expression levels between the intact control and MIA-treated animals (*t* test; *p* < 0.0001 corresponding to FDR < 0.1%) for at least one of the time points (fold change > 2). 

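Among the transcripts that Table S1 lists, Nnat, a small membrane protein of neuronal and adipose cells, was lower at each time point (differences of -3.03, -2.62 and -3.94 at days 2, 14 and 28), as was the sulphotransferase Sult1a1 (-2.67, -2.25 and -3.41). Oplah, an enzyme of glutathione metabolism, rose at day 2 (1.59, standard error 0.095, adjusted p = 6.4e-08). Welch's test with p under 0.0001 and a fold change over 2 was passed by 184 probe sets higher and 136 lower at day 2, by 34 and 28 at day 14, and by 38 and 80 at day 28. Together 450 probe sets passed on at least 1 day, 218 of them among the 272 of Table S1. With limma at an adjusted p under 0.05, 1842 probe sets differed by more than 2-fold on at least 1 day, 245 of them in Table S1. The count of 450 fell to 187 without intact replicate 3, and to 164 without the 4 arrays with the most skeletal muscle signal, an alternative added after the data were seen.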

The false discovery rate was estimated using permutation analysis (1000 permutations), which was implemented by dChip software. 

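Table S1 holds 272 probe sets, of which 246 carry a gene name and 26 do not. Of the named probe sets, 241 stand in a pattern under 238 different names, and 5 stand in none. They include Eln (elastin) and Lum (the collagen-binding proteoglycan lumican). All 272 passed the F-test of limma over the 4 groups, and 193 of the 241 in a pattern met the paper's own thresholds in the values analysed here. The differences listed in Table S1 for the 3 days had a correlation of at least 0.996 across probe sets with those computed here, and the median absolute gap between them was 0.084. The largest gap was 0.74, and 17 of the 816 differences had the opposite sign. Since these transcripts were chosen on the same 16 arrays, their counts are not independent evidence of a change.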

The list of 241 annotated genes (from the list of 272 transcripts) was used in the following analyses. A table listing the gene expression profiling results of MIA treatment in the knee joint is provided in Supplementary Table S1.

### Dissection of gene expression patterns

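The standardised values of the 272 transcripts of Table S1 were clustered again with Euclidean distance and average linkage, and the tree was divided into 5 clusters. Transcripts in no pattern were part of the tree and are left out of the counts below. Of the 241 in a pattern, 94.2% fell into a cluster that held mostly their own pattern. The share was lower without any single array of day 2, without intact replicate 4 or day 14 replicate 2, and with each array centred on its own median. The transcripts were chosen on these same arrays, so the share is a description and not independent evidence. A single cluster held all 63 transcripts of pattern E, such as Plin2, a coat protein of lipid droplets, and none of another pattern. All 56 transcripts of pattern B, such as the neurotrophin receptor Ntrk3, fell into 1 cluster with 5 of pattern C and 2 of pattern D. The other 27 transcripts of pattern D, such as the collagen-modifying protein Cthrc1, formed a cluster of their own. Pattern A, which holds lipid droplet proteins such as Cidec, was divided, with 27 transcripts alone and 7 beside the other 54 of pattern C.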

Hierarchical clustering revealed five major gene transcription patterns associated with the development of knee-joint arthritis in a rat model of osteoarthritis (arbitrarily described as A–E; Fig. 2). Five main MIA-responsive gene clusters, representing patterns A (containing 34 transcripts), B (56 transcripts), C (59 transcripts), D (29 transcripts), and E (63 transcripts), became evident. The clusters revealed diverse time-dependent patterns of up- and downregulated gene expression levels (Fig. 3b). 

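Of the 3 days, all 34 transcripts of pattern A, which include the adipokine Adipoq, were lowest at day 28, and in 28 of them the group mean was lower at each step from intact animals to day 28, an order of means that was not tested. All 56 transcripts of pattern B and 45 of the 59 of pattern C had their lowest value at day 2. The 29 transcripts of pattern D, among them the collagen Col8a1, were all lowest at day 2, 14 of them being highest at day 14 and 15 at day 28. All 63 transcripts of pattern E, among them the interleukin Il18, were highest at day 2. In intact animals the mean mRNA abundance was 9.68 ± 0.25 for pattern A, 9.87 ± 0.036 for pattern B, 9.78 ± 0.059 for pattern C, 8.33 ± 0.061 for pattern D and 8.03 ± 0.066 for pattern E (mean ± SD, n = 4 arrays), and such levels are not comparable between different probe sets. The patterns were defined on these arrays, so their courses are descriptions of the chosen transcripts and not independent tests.

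**Figure D2:**
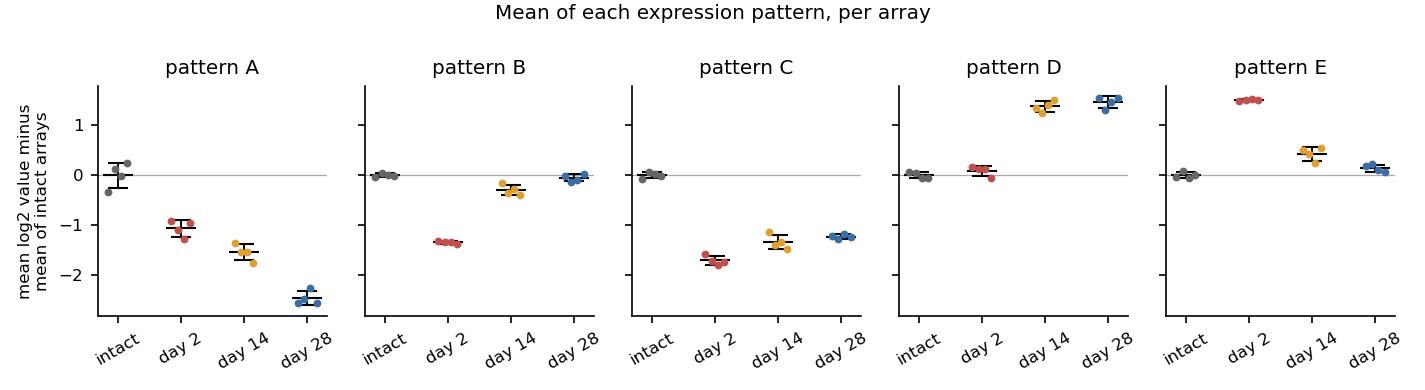
Mean log2 difference of each pattern from its mean in intact animals, per array, in intact animals and 2, 14 and 28 days after MIA. Points are arrays and bars are the mean ± SD of 4 arrays. Pattern A lay at -2.47 at day 28, pattern B rose from -1.35 at day 2 to -0.056 at day 28, and pattern E fell from 1.51 at day 2 to 0.14 at day 28.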

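Among the transcripts of pattern A, Cidec and Cidea, which coat lipid droplets, were lower, with differences of -1.07 and -1.44 at day 2, -2.20 and -1.91 at day 14 and -3.86 and -3.07 at day 28. Ptger3, a receptor of prostaglandin E2 that fat cells express, followed the same order (-1.57, -2.19 and -3.05), as did Grem1, an antagonist of bone morphogenetic proteins (-1.59, -1.88 and -2.51). Of the 34 transcripts, 30 were lower than in intact animals at day 2 and all 34 at days 14 and 28, and none was higher. The mean difference corresponded to 2.10-fold at day 2, 2.92-fold at day 14 and 5.54-fold at day 28. On each day every array lay below every intact array (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow, adjusted p = 0.0357 over the 25 comparisons of patterns). At day 28, 11 of 13 erythroid and marrow progenitor markers were also lower (median -1.84, adjusted p = 1.4e-06, and 0.31 with an estimated correlation).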

Pattern A consisted of genes displaying a continuous decrease in their expression levels during days 2–28 of arthritis development. 

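In pattern B, Ltbp4, which stores TGF-beta in the matrix, fell by 1.87 at day 2 on the log2 scale and Ntrk3, the receptor of neurotrophin 3, fell by 1.89. Ntrk3 then lay at -0.75 at day 14 and at -0.34 at day 28 (adjusted p = 0.17). Rora, a nuclear receptor of the circadian clock, was lower at day 2 (-1.07) and higher at day 28 (0.42). All 56 transcripts were lower at day 2, by 2.54-fold on average (two-sided exact permutation test on the array means, p = 0.0286). At day 14, 25 were lower and 1 was higher, with a mean difference of -0.30. At day 28, 12 were lower, 10 were higher and 34 did not pass, and the pattern's mean was not separated from intact animals (exact permutation p = 0.229, adjusted p = 0.238).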

The expression levels of genes in pattern B were substantially downregulated 2 days after MIA treatment and returned to close to basal level after 28 days. 

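In pattern C, Cytl1, a cytokine-like protein of chondrocytes, was lower, with differences of -3.12 at day 2, -2.76 at day 14 and -3.39 at day 28. Vsig4, a complement receptor of tissue-resident macrophages, was lower, with differences of -2.98, -2.76 and -2.26 on the same days, and Gsn, the actin-severing protein gelsolin, -1.51, -1.20 and -1.52. Serpina1, an inhibitor of neutrophil elastase, was lower, with differences of -1.50, -1.78 and -1.54. All 59 transcripts were lower at days 2 and 14 and 57 at day 28, and none was higher on any day. The mean difference was -1.71 at day 2, -1.34 at day 14 and -1.23 at day 28, each with no overlap between the 4 arrays and the 4 intact arrays (exact permutation p = 0.0286).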

Pattern C contained genes that were rapidly downregulated after treatment, and this effect was maintained until day 28. 

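Among the transcripts of pattern D, C1qtnf3, a secreted relative of adiponectin, rose by 2.72 at day 14 and 3.04 at day 28, and Cthrc1, a secreted protein of matrix-forming cells, by 2.14 and 2.06. Of the 29 transcripts, 28 were higher at day 14 and 28 at day 28, with mean differences of 1.38 and 1.46. In pattern E, the fractalkine receptor Cx3cr1 and the lectin receptor Clec4a3, both expressed by macrophages, rose by 2.45 and 2.55 at day 2. Melk, a kinase of dividing cells, rose by 1.80, and Kmo, an enzyme of tryptophan metabolism in myeloid cells, by 1.53. All 63 transcripts of pattern E were higher at day 2, by 2.85-fold on average. For pattern D at days 14 and 28 and pattern E at day 2, every array lay above every intact array (exact permutation p = 0.0286). At day 2, all 39 genes of DNA replication and mitosis, 13 of which Table S1 also lists, were higher too (median 1.15, adjusted p = 3.1e-24, and 0.21 with an estimated correlation).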

Two gene clusters were upregulated; in one cluster, this pattern was exhibited during days 14–28 (pattern D), and in the other cluster, it occurred at day 2 (pattern E) after the MIA injection.

**Fig. 2:**
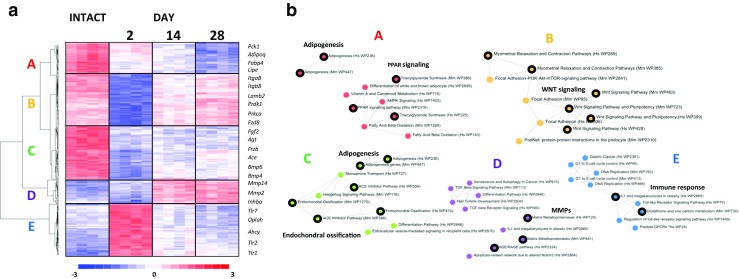
Profiling of gene expression alterations in the rat model of knee-joint arthritis. **a** Hierarchical clustering of MIA-induced transcriptional alterations in knee cartilage. Microarray results are shown as a heat map and include genes that had genome-wide significance during at least one of the time points in the comparison of intact vs. MIA-treated groups. Coloured rectangles represent transcript abundance 2, 14, and 28 days after the injection of MIA, as indicated above. The intensity of the colour is proportional to the standardised values (between − 3 and 3) from each microarray, as indicated on the bar below the heat map image. Hierarchical clustering was performed with the dChip software using Euclidean distance and the average linkage method. Major MIA-induced gene transcription patterns are arbitrarily designated as clusters A–E. Example genes from clusters A–E are labelled on the right. The presented genes are involved in the functional pathways enriched for that particular cluster (Supplementary Table S3). **b** The graphs indicate the functional associations between the genes in clusters A–E that are regulated in response to MIA treatment. Functional links were identified using Wiki Pathways 2016 and visualised by the Enrichr online application. The top three functional pathways (sorted by *p* < 0.05) are indicated

**Fig. 3:**
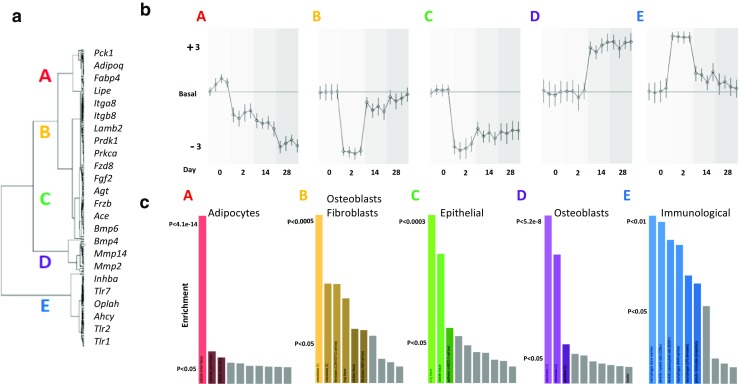
The enrichment in the expression patterns of OA-regulated genes in various types of cells and tissues. **a** Gene clustering presents the co-expressed patterns A–E (please see Fig. 2) with the example genes labelled on the right. **b** The average activity of time-dependent MIA-induced gene expression patterns. The results are presented as the mean change in gene expression (measured using z values in the A–E groups of genes). The values are relative to the level of transcript abundance in naïve animals (at each of the time points, i.e., 2, 14, and 28 days). **c** The top ten enriched cell/tissue types are presented in the graphs (corrected and nominal *p* values are presented using the colours). The emerging types are indicated. The enrichment in the expression of MIA-regulated gene clusters in tissues and cell types from the Mouse Gene Atlas was analysed using Enrichr

### Identification of regulatory factors

To investigate the mechanisms of MIA-induced alterations in gene transcription, we searched for over-represented transcription factor binding sites in the regulatory regions of co-expressed transcripts (Supplementary Table S2). We exploited available ChIP-seq data (Consortium 2012) using the newly developed, online resource Seqinspector (Piechota et al. 2016). Promoters of downregulated transcripts (pattern A) exhibited a significant overrepresentation in the ChIP-seq signal for the PPARG (peroxisome proliferator-activated receptor) transcription factor (*p* = 1.6E^−6^, *t* test with Bonferroni correction). Transcripts activated relatively early in the response to MIA treatment (pattern E) represented a set of transcriptional regulators, including STAT3 (*p* = 1.1 × 10^−7^), CEBPB (*p* = 1.4 × 10^−7^), IRF4 (*p* = 3.5 × 10^−7^), RELA (*p* = 3.7 × 10^−7^), and RELB (*p* = 4.6 × 10^−7^). Surprisingly, despite a robust co-expression of genes with transcriptional patterns in clusters B, C, and D, the identification of regulatory factors was difficult. We found a slightly higher binding of the muscle-specific transcription factor MYOG on promoter regions of genes in the cluster B expression pattern (nominal *p* = 0.06).

### Functional classification of MIA-regulated genes

To identify functional associations between genes with similar expression profiles induced by MIA, we used the Enrichr gene list enrichment analysis tool. A list of genes from each gene expression pattern was analysed by the Wiki Pathways 2015 categories (Fig. 2b). 

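Adipoq, an insulin-sensitising hormone of fat cells, was lower than in intact animals, with differences of -1.86 at day 14 and -4.21 at day 28 (standard error 0.28, adjusted p = 3.4e-07), a fold of 18.5. Aqp7, the glycerol channel of fat cells, fell by 1.67 at day 2, 2.53 at day 14 and 4.07 at day 28 on the log2 scale. Pparg, the nuclear receptor that drives fat cell differentiation, was lower, with differences of -1.29, -1.70 and -2.65, and the desaturase Scd too, with differences of -1.78, -2.15 and -3.51. Cfd, the complement factor adipsin, was lower, with differences of -0.69 at day 14 and -2.57 at day 28, and lay at -0.39 at day 2 (adjusted p = 0.099). Lipe, hormone-sensitive lipase, was lower, with differences of -0.91, -1.26 and -1.88. Of 27 measured genes of PPAR signalling and lipid storage, 12 were lower and 2 higher at day 14, and 12 were lower and none was higher at day 28 (13 lower when adjusted over the list alone). The list's median was -0.24 at day 14 (adjusted p = 0.00014, and 0.33 with an estimated correlation) and -0.65 at day 28 (adjusted p = 5.9e-11, and 0.14 with an estimated correlation). Of 17 genes of lipolysis and triacylglycerol synthesis, 11 were lower at day 28 and none was higher, or 12 and 1 when adjusted over the list alone (median -1.30, adjusted p = 2.9e-12, and 0.14 with an estimated correlation). Table S1 lists 7 of the first and 6 of the second list, chosen on these arrays, so the counts are not independent evidence of direction. In the same arrays 13 of 20 neutrophil markers were lower and 1 was higher at day 28 (median -1.79, adjusted p = 2.3e-05, and 0.45 with an estimated correlation). Whether they come from marrow or blood was not tested.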

The group of genes in pattern A was enriched with factors involved in PPAR signalling (e.g., *Adipoq* and *Aqp7*) and adipogenesis (e.g., *Cfd* and *Lipe*). 

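Fzd8, a receptor of WNT ligands, was lower, with a difference of -1.21 at day 2 (standard error 0.096, adjusted p = 6.1e-07), and the protein kinase Prkca too, with a difference of -0.96 (standard error 0.084, adjusted p = 1.3e-06). Among single genes at day 2, Wif1, which binds WNT ligands, and Dkk3 were lower (-2.66 and -1.81), and the secreted receptor relative Sfrp1 was 2.82-fold higher. Of 57 WNT signalling genes, 24 were lower and 3 higher at day 2 (33 and 3 when adjusted over the list alone), with a median of -0.29 (adjusted p = 3.0e-06, and 0.14 with an estimated correlation). Of the integrins, the alpha chain Itga8 was lower, with a difference of -1.16 at day 2 and the beta chain Itgb8 too, with a difference of -1.57. The laminin chain Lama2 and the collagen-binding integrin Itga10 were lower as well (-1.11 and -1.26). Of 35 genes of integrins and focal adhesion, 14 were lower and 4 higher (14 and 6 when adjusted over the list alone), with a median of -0.10 (adjusted p = 0.032, and 0.48 with an estimated correlation). The gene list shift, integrins and focal adhesion, day 2 - intact, no longer passed without intact replicate 2 (median -0.088) or without the genes of Table S1 (median -0.072). Table S1 lists 4 genes of each list, chosen on these arrays.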

Among the genes in pattern B, transcripts connected with WNT signalling (e.g., *Fzd8* and *Prkca*) and focal adhesion (e.g., *Itga8* and *Itgb8*) were over-represented. 

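Frzb, a secreted WNT inhibitor of articular cartilage, was lower, with a difference of -2.60 at day 2 (standard error 0.17, adjusted p = 1.1e-07), and the growth factor Fgf2 too, with differences of -0.90 at day 2 and -0.91 at day 28. Acan, the main proteoglycan of cartilage, was lower at day 2 (-1.71) but not at day 28 (0.64, adjusted p = 0.30). Of 37 genes of endochondral ossification, 17 were lower and 1 was higher at day 2 (21 and 1 when adjusted over the list alone), with a median of -0.43 (adjusted p = 1.4e-05, and 0.27 with an estimated correlation). The guidance factor Sema3e was lower, with differences of -1.90 at day 2, -1.78 at day 14 and -1.63 at day 28, and Sema3a was lower too (-2.14 at day 2, -1.05 at day 14 and 2.00-fold at day 28). Myh11, the myosin heavy chain of smooth muscle, was lower, with differences of -1.33, -0.79 and -0.88. Of 20 semaphorins and receptors, 7 were lower and 2 higher at day 2 (8 and 2 when adjusted over the list alone), with a median of -0.15 (adjusted p = 0.0071, and 0.30 with an estimated correlation). Without the genes of Table S1 the semaphorin list had a median of -0.14 and no longer passed (adjusted p = 0.30). Table S1 lists 5 genes of the ossification list and 4 of the semaphorin list, chosen on these arrays. At day 2, 10 of 16 markers of smooth muscle and pericytes were also lower and none was higher (median -0.51, adjusted p = 5.1e-05, and 0.30 with an estimated correlation), as were 21 of 27 chondrocyte markers, 6 of them in Table S1, also with none higher (median -1.42, adjusted p = 5.5e-11, and 0.26 with an estimated correlation).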

Genes involved in endochondral ossification (e.g., *Frzb* and *Fgf2*) and semaphoring interactions (e.g., *Myh11* and *Sema3e*) were over-represented within the C expression pattern. According to the transcript expression level, the enriched genes in cluster D were connected to matrix metalloproteinases and the ACE/RAGE pathway (e.g., *Mmp14* and *Mmp2*), whereas analysis of cluster E revealed the enrichment of genes involved in Toll-like receptor and IL-1 signalling pathways (e.g., *Trl1*, *Trl2*, and *Il18*).

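Mmp14, a membrane-bound collagenase that activates Mmp2, rose by 1.46 at day 14 (standard error 0.10, adjusted p = 1.5e-06) and 1.47 at day 28, and the gelatinase Mmp2 by 0.84 and 0.89. Mmp3, which also cleaves proteoglycans, rose by 1.52, 2.29 and 1.82 at days 2, 14 and 28. Of 18 matrix metalloproteinases, 10 were higher and 2 lower at day 28 (11 and 4 when adjusted over the list alone), with a median of 0.54 (adjusted p = 0.00029, and 0.10 with an estimated correlation). A member that was lower at day 28, Mmp8, is stored in neutrophils (-2.47), and its call was lost without any 1 of 12 of the 16 arrays (values of -2.58 to -1.84). The lipoprotein receptor Tlr1 rose by 2.35 at day 2, its partner Tlr2 by 1.30 (standard error 0.12, adjusted p = 1.6e-06) and the cytokine Il18 by 1.80. Of 26 genes of Toll-like receptor signalling, 15 were higher and 3 lower at day 2 (16 and 3 when adjusted over the list alone), with a median of 0.42 (adjusted p = 5.1e-05, and 0.21 with an estimated correlation). Of 21 genes of IL-1 family signalling, 13 were higher and none was lower (15 higher when adjusted over the list alone), with a median of 0.63 (adjusted p = 4.2e-06, and 0.12 with an estimated correlation). Table S1 lists 2, 5 and 1 genes of these lists, in that order, chosen on these arrays. In the same comparison 21 of 30 macrophage and monocyte markers were higher and 2 lower (median 1.08, adjusted p = 1.2e-09, and 0.27 with an estimated correlation), 7 of the list being in Table S1.

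**Figure D3:**
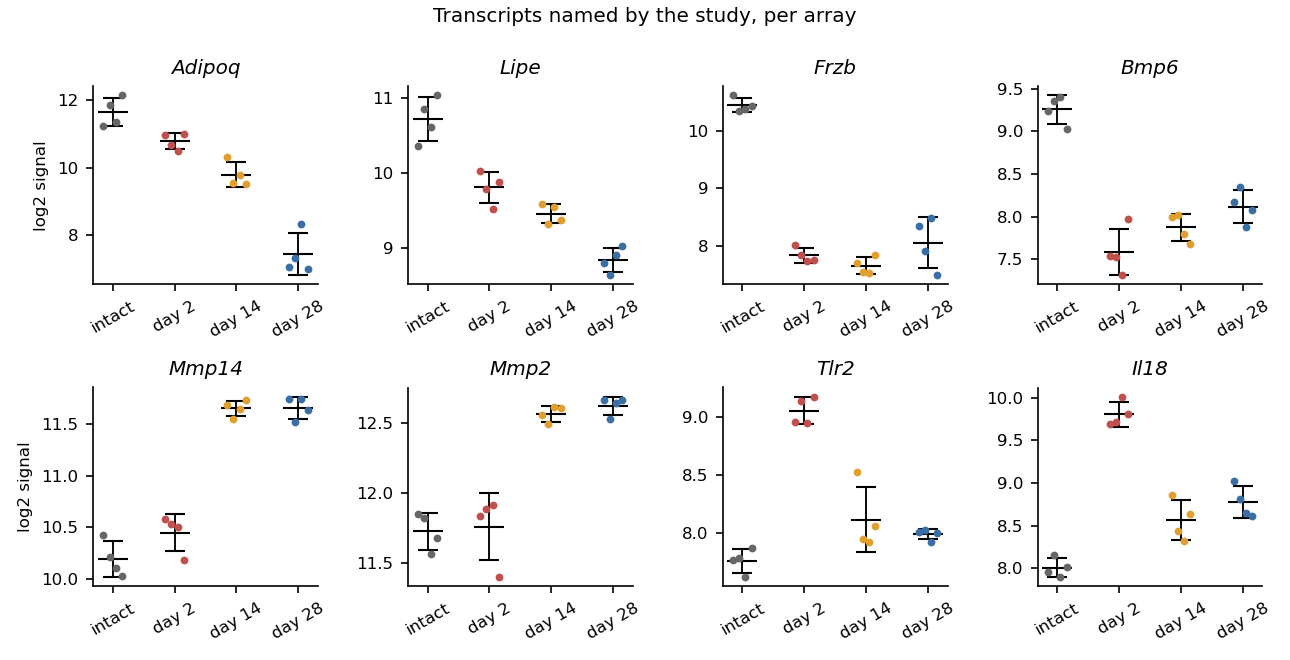
Log2 mRNA abundance of Adipoq, Lipe, Frzb, Bmp6, Mmp14, Mmp2, Tlr2 and Il18 per array in intact animals and 2, 14 and 28 days after MIA. Points are arrays and bars are the mean ± SD of 4 arrays. Mmp14 lay at 10.03 to 10.43 in intact animals and at 11.52 to 11.75 at days 14 and 28, and Tlr2 at 7.62 to 7.87 in intact animals and 8.95 to 9.18 at day 2.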

### Cell-type specific expression of MIA-regulated genes

We further investigated whether the alterations in gene expression were associated with particular cell types (Fig. 3c). Identification of the types of cells expressing genes in clusters A–E was carried out in reference to the Mouse Gene Atlas, which catalogues the cellular enrichment of individual transcripts in various cells and tissues. 

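Cfd, a serine protease secreted by fat cells, had an mRNA abundance of 9.80 ± 0.32 in intact animals and 7.23 ± 0.32 at day 28 (mean ± SD, n = 4 arrays). Dgat2, which makes triacylglycerol, was lower, with differences of -1.07 at day 2, -1.73 at day 14 and -2.67 at day 28 (standard error 0.22, adjusted p = 2.0e-06). The lipid droplet protein Plin1 was lower, with differences of -1.12, -2.02 and -3.43 and the hormone Lep too, with differences of -1.64, -1.60 and -2.10. Of 24 adipocyte markers, 20 were lower at day 2, 22 at day 14 and 23 at day 28, and none was higher on any day (21, 22 and 23 lower when adjusted over the list alone). The median difference was -1.09 at day 2 (adjusted p = 4.9e-08, and 0.33 with an estimated correlation), -1.60 at day 14 (adjusted p = 3.6e-20, and 0.15 with an estimated correlation) and -2.61 at day 28 (adjusted p = 4.6e-32, and 0.10 with an estimated correlation). Table S1 lists 12 of these markers, chosen on these arrays, so the counts are not independent evidence. With the marrow markers as a covariate, added after the data were seen, the median at day 28 was -2.57.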

A significant enrichment of transcripts from the gene pattern A are found in adipose brown (e.g., *Cfd* and *Dgat2*). Gene clusters B (e.g., *Timp2* and *Fzd8*) and D (e.g., *Col8a1* and *Lbp*) are enriched with genes that are expressed in osteoblasts. In addition, cluster D also contains genes that are expressed in neuronal cells. 

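Timp2, an inhibitor of matrix metalloproteinases, was lower at day 2 (-0.46, standard error 0.071, adjusted p = 0.00018), and at day 14 it lay 0.091 from intact animals (adjusted p = 0.44). At day 28 it was higher (0.24, adjusted p = 0.030), a call that was lost without intact replicate 2 (0.25), intact replicate 3 (0.20), day 28 replicate 1 (0.22) or day 28 replicate 3 (0.23). Fzd8 had an mRNA abundance of 9.30 ± 0.087 in intact animals, 8.09 ± 0.072 at day 2 and 9.38 ± 0.063 at day 28 (mean ± SD, n = 4 arrays). In pattern D, the short-chain collagen Col8a1 rose by 1.38 at day 14 and 1.15 at day 28, and Lbp, which presents bacterial lipopolysaccharide, by 0.79 and 0.93. Among osteoblast and osteocyte markers, the homeobox factor Dlx5 was lower at day 2 (-1.15) and Fkbp11, a protein folding factor, was higher on each day (0.72, 0.77 and 0.79). Of 21 such markers, 1 of them in Table S1, 2 were higher and 5 lower at day 2, 3 higher and 4 lower at day 14, and 5 higher and none lower at day 28. Adjusted over the list alone, 2 were higher and 5 lower at day 2, 4 and 6 at day 14, and 5 and 0 at day 28. The list did not shift against other transcripts on any day, with medians of -0.28, -0.16 and 0.16 (adjusted p = 0.12, 0.98 and 0.061 from camera). It passed at day 28 with the marrow markers as a covariate (median 0.55), without the 4 arrays with the most skeletal muscle signal (0.23), both added after the data were seen, and without intact replicate 1 (0.27), and at day 2 with cyclic loess (-0.42).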

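Uchl1, a ubiquitin hydrolase of neurons that belongs to pattern D, was higher by 0.52 at day 2, 1.62 at day 14 and 1.10 at day 28. Sorcs2, a sorting receptor that binds proneurotrophins, was higher by 1.53 at day 14 and 1.37 at day 28. Tubb3, a neuronal tubulin outside the patterns, rose by 0.71, 1.22 and 1.05, and the myelin protein Mbp fell by 0.60 at day 14 and 0.89 at day 28 on the log2 scale. Of 22 Schwann cell and neuronal markers, 2 were higher and 6 lower at day 2, 5 and 4 at day 14, and 6 and 4 at day 28 (6 higher and 5 lower at day 28 when adjusted over the list alone). The median was -0.20 at day 2 (adjusted p = 0.027, and 0.40 with an estimated correlation), a call that was lost without intact replicate 1 (-0.17) or intact replicate 4 (-0.18). At days 14 and 28 the medians were -0.11 and -0.054 (adjusted p = 0.98 and 0.99). Table S1 lists 2 of the markers, chosen on these arrays.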

Enriched transcripts from pattern C are found in the lung, bladder and mouse embryonic fibroblasts (e.g., *Galntl4* and *Tsn1*). 

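Galntl4, an enzyme of mucin-type glycosylation, was lower, with differences of -1.05 at day 2 and -0.67 at day 14, and lay at -0.26 at day 28 (adjusted p = 0.12). Tns1, which links integrins to actin, was lower, with differences of -0.99, -0.61 and -0.48 at days 2, 14 and 28 (adjusted p = 0.0034 at day 28). Of the synovial and fibroblast markers, Clic5, an ion channel of the synovial lining, was lower, with differences of -3.11, -2.38 and -3.04. Cd55, a complement regulator of lining fibroblasts, was lower at day 2 (-1.70). Of 22 such markers, 10 were lower and 2 higher at day 2 (11 and 2 when adjusted over the list alone), with a median of -0.25 (adjusted p = 0.0022, and 0.37 with an estimated correlation). At day 14, 3 were lower and 7 higher, and at day 28 4 were lower and 6 higher, with medians of 0.21 and 0.060 (adjusted p = 0.14 and 0.65). Table S1 lists 3 of these markers, chosen on these arrays.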

Gene network E was characterised by a strong overrepresentation of genes that are expressed in dendritic plasmacytoid B220+ (e.g., *Irf8* and *Tlr7*) and multiple types of macrophages. 

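Irf8, a transcription factor of dendritic cells and macrophages, rose by 1.52 at day 2 (standard error 0.13, adjusted p = 1.0e-06) and Tlr7, a receptor of single-stranded RNA, by 1.76 (standard error 0.12, adjusted p = 1.7e-07). The costimulatory ligand Cd80 rose by 1.67 at day 2 and the lectin receptor Clec4a1 of monocytes by 1.96. Of 23 dendritic cell markers, 15 were higher and 2 lower at day 2 (15 and 2 when adjusted over the list alone), with a median of 0.54 (adjusted p = 3.2e-05, and 0.25 with an estimated correlation). Of 30 macrophage and monocyte markers, 21 were higher and 2 lower (24 and 3 when adjusted over the list alone), with a median of 1.08 (adjusted p = 1.2e-09, and 0.27 with an estimated correlation). Table S1 lists 4 of the dendritic cell and 7 of the macrophage markers, chosen on these arrays. At day 28, 3 dendritic cell markers were higher and 4 lower.

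**Figure D4:**
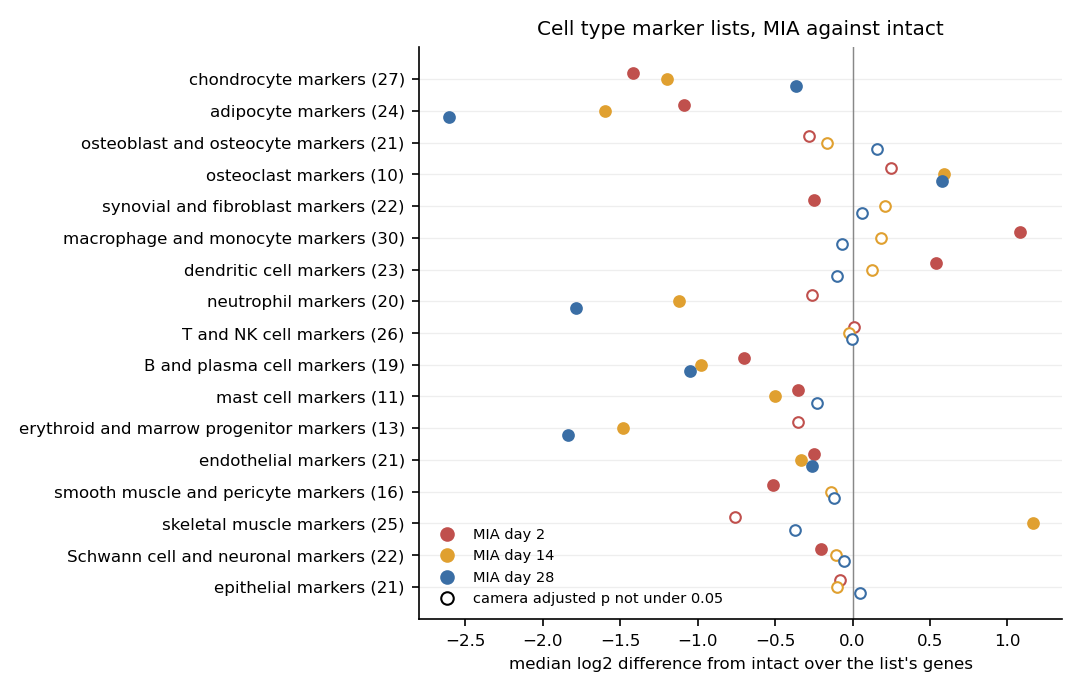
Median log2 difference from intact animals of 17 lists of cell type markers at days 2, 14 and 28 after MIA, 1 point per list and day. Filled points passed camera at an adjusted p under 0.05 with the preset correlation, and open points did not. Macrophage markers lay at 1.08 at day 2 and adipocyte markers at -2.61 at day 28.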

A detailed description of the results from the functional classification and cell-type enrichment is included in Supplementary Table S3.

## Discussion

Profiling gene expression alterations over time represents a promising approach for understanding OA aetiology (Korostynski et al. 2017; Nam et al. 2011; Wang et al. 2015). In past years, several studies that aimed to determine the involvement of gene regulation in the development of cartilage degeneration have been published (Li et al. 2014; Ramos et al. 2014). These studies focused on knee and hip cartilage and provided transcriptional markers of disease progression (Wang et al. 2016). However, the dynamic changes in cartilage structure and function are associated with a variety of cell-type-related biological processes that are simultaneously activated and inhibited (Dunn et al. 2016). Therefore, the approaches that aim to investigate patterns of molecular alterations across cellular compartments in diseased tissue might provide novel insight into the mechanisms of disease development (Aigner et al. 2006).

In the present study, we used whole-genome microarrays to define the sequence of molecular changes associated with the development of OA pathology. A total of 241 differentially expressed genes were identified between OA and healthy cartilage. Our analysis revealed that the transcriptional response to the MIA injection was divided into five major groups of co-regulated genes. The identified groups were similar in size (between 30 and 60 transcripts) and exhibited specific time-dependent alteration profiles: three clusters had downregulated gene expression (A, B, C), while two clusters were upregulated (D, E). Exploring these dynamic changes indicated a functional connection between transcripts with similar regulation patterns (up- or downregulated) of mRNA abundance levels (Loeser et al. 2012).

The first identified pattern (pattern A) consisted of gradually downregulated genes, which have an enriched expression in adipose tissue at basal conditions. These genes are functionally connected to the PPAR signalling pathway and adipogenesis. This is supported by the known functions of these particular genes from this cluster, including involvement in gluconeogenesis (*Pck1*), glucose regulation (*Adipoq*), energy storage mobilisation (*Lipe*), and fatty acid metabolism (*Fabp4*). Moreover, using bioinformatic analyses, we were able to determine the role of the PPARG (PPAR-gamma) transcription factor as an important regulator of the genes in this pattern (Fahmi et al. 2011). 

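Between day 2 and day 14 the mean of pattern A fell by 0.48 on the log2 scale, with 15 of its 34 transcripts lower and none higher, and between day 14 and day 28 by 0.92, with 16 lower and none higher. Thrsp, which promotes fatty acid synthesis, differed by -2.28 between days 14 and 28 (adjusted p = 0.0012), and the glycerol channel Aqp7 by -0.85 and -1.54 at the 2 steps. The retinol carrier Rbp7 differed by -1.31 between days 14 and 28, and by 0.16 between days 2 and 14 (adjusted p = 0.57). At both steps the arrays of the later day all lay below those of the earlier day (two-sided exact permutation test, p = 0.0286). Since pattern A was chosen on these arrays, this p describes the separation and is not an independent test. Among the 24 adipocyte markers, 11 were lower at day 28 than at day 14 and none was higher (19 lower when adjusted over the list alone), with a median of -0.92 (adjusted p = 1.5e-28, and 0.10 with an estimated correlation). Over the whole array, 69 probe sets were higher and 100 lower at day 28 than at day 14, or 25 and 44 without day 14 replicate 4.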

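Pck1, which makes phosphoenolpyruvate for glyceride and glucose synthesis, was lower, with differences of -1.09 at day 2, -2.00 at day 14 and -3.17 at day 28 (standard error 0.20, adjusted p = 2.1e-07). Fabp4, the fatty acid carrier of fat cells, was lower, with differences of -1.39 at day 14 and -3.15 at day 28 (standard error 0.17, adjusted p = 7.7e-08), and differed by -1.76 between these days. Log2 values of Adipoq in the 4 intact arrays were 11.24 to 12.15, against 7.01 to 8.34 at day 28, and those of Lipe were 10.37 to 11.05 against 8.64 to 9.02. At day 2, Adipoq lay -0.87 from intact animals (adjusted p = 0.033), a call that was lost without intact replicate 2 (-0.80), intact replicate 4 (-0.70), day 2 replicate 2 (-0.83) or day 2 replicate 3 (-0.78).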

PPARG is a key regulator of cartilage health and ablation of this gene in mice leads to an accelerated OA phenotype (Vasheghani et al. 2015). A decrease in PPARG activity in OA would therefore reflect a decrease in the anti-inflammatory potential of this disease (Kobayashi et al. 2005). Some evidence indicates that the infrapatellar fat pads in osteoarthritic joint tissues are capable of modulating inflammatory and destructive responses in knee OA (Clockaerts et al. 2010; Mariman and Wang 2010). The mechanism connecting the progressive reduction in the expression of the identified group of transcripts with the development of MIA-induced OA is unknown. However, it might be speculated that anti-inflammatory mediators secreted by adipose tissue into synovial compartments are important for the suppression of inflammation and chronic pain. Interestingly, the ageing-associated decrease in IL-1β-stimulated leptin production has been suggested as protective against the development of OA in F344BN rats (Fu et al. 2016). There is evidence that the activation of PPARG2 by the antidiabetic drug rosiglitazone stimulates adipogenesis and inhibits osteoblastogenesis in different mesenchymal progenitor models in vitro and in vivo (Rzonca et al. 2004). Therefore, it has been suggested that an early event in the initiation and progression of OA is a preferential shift towards osteoblastogenesis that results from the downregulation of PPAR signalling (Tan et al. 2006; Watters et al. 2007). The transdifferentiation of adipocytes into osteoblasts has been suggested as a process involved in the pathogenesis of OA (Lecka-Czernik et al. 2002). It may provide important insight into the impaired removal of old or damaged bone by osteoclasts and the subsequent replacement with new bone formed by osteoblasts.

The group of co-regulated transcripts in cluster B was enriched with genes expressed predominantly in osteoblasts. Genes from this group encode compounds of the integrin complex (*Itga8* and *Itgb8*) and lamins (*Lamb2*), which mediate interactions between the cell and extracellular matrix. Cluster B was also enriched with genes involved in the WNT signalling pathway (including *Prkca* and *Prkd1*) and in the control of muscle contraction and relaxation (*Igfbp6* and *Atf5*). 

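Igfbp6, which binds insulin-like growth factor 2, was lower, with a difference of -2.12 at day 2 (standard error 0.13, adjusted p = 7.9e-08) and lay -0.20 from intact animals at day 28 (adjusted p = 0.40). Atf5, a transcription factor of the stress response, was lower, with differences of -1.49 at day 2, -0.62 at day 14 and -0.31 at day 28, the last call being lost without day 28 replicate 3 (-0.28). The protein kinase Prkd1 was lower, with a difference of -0.92 at day 2, and lay at -0.22 at day 14 and -0.12 at day 28 (adjusted p = 0.16 and 0.52). Lamb2, a laminin chain of basement membranes, was lower, with differences of -0.92 at day 2 and -0.35 at day 14, and lay at -0.20 at day 28 (adjusted p = 0.11). Between days 2 and 14 the differences were 1.74 for Igfbp6, 0.87 for Atf5, 0.70 for Prkd1 and 0.57 for Lamb2, each with an adjusted p under 0.05. The 25 measured skeletal muscle markers had medians of -0.76 at day 2, 1.16 at day 14 and -0.37 at day 28. They passed camera at day 14 (adjusted p = 0.025, and 0.72 with an estimated correlation), a call that was lost without intact replicate 1 (0.57), intact replicate 4 (0.91) or day 14 replicate 3 (0.53). Singly, 0 of the 25 passed limma after adjustment at day 14 and 1 was higher at an unadjusted p under 0.05, against 0 and 0 with the Welch test.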

There is accumulating evidence that WNT signalling plays a critical role in the repression of osteo-chondrodifferentiation and the synthesis and turnover of the cartilage matrix (Luyten et al. 2009). 

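From day 2 to day 14, all 56 transcripts of pattern B rose, by a mean of 1.05 (two-sided exact permutation test, p = 0.0286). Among them were the TGF-beta-binding protein Ltbp4 (1.31) and the neurotrophin receptor Ntrk3 (1.14). From day 14 to day 28 the mean rose by a further 0.24, and 6 transcripts passed, including Rora (0.60, adjusted p = 0.0080). The mean level was 8.53 ± 0.023 at day 2, 9.58 ± 0.11 at day 14 and 9.82 ± 0.070 at day 28 (mean ± SD, n = 4 arrays). At day 28 the single transcripts ranged from -0.62 to 0.48 around their levels in intact animals. Pattern B was chosen on these arrays, so the permutation p describes its course and is not an independent test.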

The identified group of genes displayed a rapid decrease in expression levels 2 days after MIA-induced OA and increased back to control level at day 28. The observed molecular effects might be associated with the process of osteo-chondrogenesis and recovery of cartilage functions (Cao et al. 2017; Goldring 2012).

The third gene expression pattern, cluster C, was rapidly downregulated in response to MIA treatment. The effect was permanent with only a slight increase in the mean mRNA expression level during the experiment. 

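Between days 2 and 14, 30 of the 59 transcripts of pattern C rose and 1 fell, with a mean difference of 0.37 (two-sided exact permutation test, p = 0.0286). Gdf10, a member of the TGF-beta family, rose by 0.78 and Hhipl2, a relative of a hedgehog-binding protein, by 0.64 in this interval, and both remained lower than in intact animals at day 28 (-1.22 and -2.41). From day 14 to day 28 the mean difference was 0.11 (exact permutation p = 0.2), and 2 transcripts rose. Dbp, a clock-controlled transcription factor, was lowest at day 14 (-1.43 at day 2, -1.87 at day 14 and -1.76 at day 28). The permutation p values are descriptions, since pattern C was chosen on these arrays.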

Our bioinformatics approach indicated that the genes in this group are functionally connected with endochondral ossification. Our results also indicated that these transcripts are predominantly expressed in epithelial tissues (such as lung or bladder tissues). This group included genes in the ACE angiotensin-converting pathway (*Ace* and *Agt*) and of bone morphogenetic proteins (*Bmp6* and *Bmp4*). 

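Of 21 epithelial markers, such as keratins, claudins and the uroplakins of the bladder, 2 were higher and 3 lower at day 2, none higher and 1 lower at day 14, and none higher and 2 lower at day 28. Adjusted over the list alone, 2 were higher and 3 lower at day 2, 0 and 1 at day 14, and 0 and 2 at day 28. Upk1b, a uroplakin, was lower at day 2 (-0.66) and day 14 (-0.59), and the tight junction protein Cldn4 was higher at day 2 (0.81). The list's median was -0.081 at day 2 (adjusted p = 0.48 from camera), -0.10 at day 14 (adjusted p = 0.18) and 0.048 at day 28 (adjusted p = 0.98). None of its genes is in Table S1.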

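Ace, which converts angiotensin I to angiotensin II, was lower, with differences of -1.26 at day 2 (standard error 0.11, adjusted p = 1.3e-06), -1.07 at day 14 and -1.18 at day 28. Agt, the precursor of the angiotensins, was lower, with differences of -1.95, -1.62 and -1.91, and Nr3c2, the mineralocorticoid receptor, -1.20, -0.94 and -1.08. Agtr1a, a receptor of angiotensin II, was higher at day 2 (1.01). The growth factor Bmp6 was lower, with differences of -1.67, -1.38 and -1.14 at days 2, 14 and 28, and Bmp4 too, with differences of -1.23, -0.72 and -0.84. Of 13 genes of the renin-angiotensin pathway, 2 of them in Table S1, 6 were lower and 2 higher at day 2, 4 and 2 at day 14, and 5 and 2 at day 28. Adjusted over the list alone, 6 were lower and 2 higher at day 2, 5 and 4 at day 14, and 5 and 3 at day 28. The list did not pass camera, with medians of -0.14, -0.26 and -0.0094 at the 3 days (adjusted p = 0.089, 0.18 and 0.15), except at day 2 with each array centred on its own median (adjusted p = 0.043).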

The connection between ACE polymorphisms and osteoarthritis susceptibility has been identified in genetic association studies in humans (Qing and Ye 2015). It is possible that a decrease in the mRNA expression level of genes involved in the ACE pathway may accelerate cartilage degeneration. Notably, there are clinical reports suggesting that treatment with ACE inhibitors may influence the development of arthritis disorders (Verdecchia et al. 2010).

Two of the identified gene clusters showed an increase in expression level during the time course of the experiment. Pattern D contained genes significantly enriched in osteoblasts. These transcripts showed a relative upregulation in expression levels between days 14 and 28 after MIA-induced knee OA. 

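At day 2 the mean of pattern D lay 0.090 from intact animals (two-sided exact permutation test, p = 0.171, adjusted p = 0.195). Of its 29 transcripts, 9 were higher at day 2, 5 were lower and 15 did not pass, and single differences ranged from -1.15 to 1.80. Inhba, a subunit of activin A, was among the higher (0.55), and it was 2.56-fold higher at day 14 and 2.54-fold higher at day 28. Cthrc1 was higher at day 2 as well (0.58), whereas Col8a1 lay at -0.084 (adjusted p = 0.68), Mmp2 at 0.031 (adjusted p = 0.86) and Lbp at -0.22 (adjusted p = 0.33). Mmp14 lay at 0.25 (adjusted p = 0.085) and passed without intact replicate 1 (0.33) or day 2 replicate 4 (0.34). By day 14 all 29 transcripts rose, by a mean of 1.29 (exact permutation p = 0.0286). This p is not independent evidence, since pattern D was chosen on these arrays.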

The profile showed no differences in gene expression levels at day 2 compared to those of the controls animals. In this group, we found an overrepresentation of genes connected to matrix metalloproteinases (MMPs). MMPs are key enzymes in the turnover of the extracellular matrix that play an important role in resistance to compressive forces and in maintaining the tensile properties of tissue. It is well known that MMP gene expression is upregulated in OA and is connected to the degradation of major extracellular matrix components (Yoshihara et al. 2000). Experimental interventions to restore the imbalance between anabolism and catabolism include MMP subtypes (Yang et al. 2013). Our gene expression profiling indicated that MMP14 and MMP2 are potential pharmacological targets in OA treatment. The enduring increase in MMP expression confirms that these enzymes are important factors in the development and maintenance of OA (Pajak et al. 2017; Yang et al. 2013).

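Between days 14 and 28 the difference was 0.0066 for the collagenase Mmp14 (adjusted p = 0.99) and 0.057 for the gelatinase Mmp2 (adjusted p = 0.87). Mmp12, a macrophage elastase, was 12.1-fold higher at day 28 than in intact animals (standard error 0.26 on the log2 scale, adjusted p = 6.8e-07), and Mmp9, a gelatinase of osteoclasts and neutrophils, was higher by 1.05 at day 14 and 1.01 at day 28. The median of the 18 matrix metalloproteinases between these days was 0.087 (adjusted p = 0.33 from camera). The mean of pattern D differed by 0.089 between the 2 days (two-sided exact permutation test, p = 0.257).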

The last pattern, cluster E, expressed genes involved in the immunological response. 

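At day 14 the mean of pattern E still lay 0.42 above intact animals (two-sided exact permutation test, p = 0.0286, adjusted p = 0.0357), with 34 of 63 transcripts higher and 1 lower. At day 28, 21 were higher, 8 were lower and 34 did not pass (exact permutation p = 0.0571, adjusted p = 0.0680), and 20 transcripts were higher on all 3 days. Among these 20, Cx3cr1 was still higher by 1.20 at day 28, and Ccl7 by 1.56. Slpi lay -0.041 from intact animals at day 28 (adjusted p = 0.93), and Kmo was lower (-0.70). From day 2 to day 14, 61 transcripts fell and none rose, with a mean difference of -1.08, and from day 14 to day 28 5 fell, with a mean of -0.29 (exact permutation p = 0.0286 for each). As pattern E was chosen on these arrays, these p values describe its course and are not independent tests.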

The profile indicated a rapid induction of these genes after MIA injection, but the expression levels returned to basal by day 28. Recent research has indicated that OA pathogenesis is driven by an immune response that progressively catalyses degenerative changes, ultimately leading to an altered joint microenvironment (Kandahari et al. 2015). We have confirmed the early transcriptional activation of genes involved in IL-1 and Toll-like receptor signalling pathways. 

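The inflammasome sensor Nlrp3, which activates IL-1 beta, rose by 1.39 at day 2 (standard error 0.10, adjusted p = 2.6e-07), and Il1b itself by 1.34 at day 2 and 0.52 at day 14, with 0.039 at day 28 (adjusted p = 0.88). Il1rl1, the receptor of IL-33, rose by 1.97 at day 2, and Il1rn, the natural antagonist of the IL-1 receptor, by 1.40, 1.73 and 1.15 at days 2, 14 and 28. Tlr13, a receptor of bacterial ribosomal RNA, rose by 1.39 at day 2 and Tlr4, the receptor of lipopolysaccharide, by 0.39. Il6 was higher on each day (2.81, 3.06 and 1.72), and Tnf lay 0.37 from intact animals at day 2 (adjusted p = 0.064), passing without intact replicate 4 (0.44) or day 2 replicate 3 (0.44). Of 34 inflammatory cytokines and chemokines, 15 were higher and 3 lower at day 2 (16 and 4 when adjusted over the list alone), 13 and 3 at day 14, and 10 and 5 at day 28. The list's median was 0.35 at day 2 (adjusted p = 0.010, and 0.48 with an estimated correlation), 0.17 at day 14 (adjusted p = 0.0021, and 0.40 with an estimated correlation) and 0.12 at day 28 (adjusted p = 0.11). Of this list 1 gene, Ccl7, is in Table S1.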

The response was enriched by genes expressed in macrophages and dendritic cells. As OA-consistent changes in the joint occur rapidly following injury and are associated with inflammation, anti-inflammatory pharmacological approaches should be aimed at the early reactive phase of OA pathogenesis. Gene expression profiling results agree with clinical observations that the use of anti-inflammatory drugs may be less effective at later stages of OA (Yang et al. 2013). In addition to the traditional inflammatory cytokines such as IL-1β, IL-6, and TNF-α, damage-associated molecular patterns have been implicated as drivers of the chronic, low-level inflammation associated with OA (Liu-Bryan and Terkeltaub 2015). These molecules can activate pattern recognition receptors (PRRs) on chondrocytes and synovial macrophages and thus promote cartilage degradation and synovitis in OA (Liu-Bryan 2013). These PRRs include TLR; TLR4, in particular, has been highlighted as a potential target for disease-modifying OA drugs (Malek et al. 2015; Miller et al. 2015).

OA pathogenesis is multifactorial and complex, as evidenced by unique phenotypes and seemingly discrete stages (i.e., early, intermediate, and late) (Heinegard and Saxne 2011). We have monitored transcriptional alterations in an animal model that reproduces the time-course of OA development. The identified groups of co-regulated genes present various insights into the molecular processes occurring in OA-affected knee cartilage. The coordinated decrease and increase in mRNA expression levels of functionally connected factors indicates numerous biological pathways. The most distinct molecular processes are related to PPARG- and WNT-signalling and the activation of MMP expression and the inflammatory response (Vasheghani et al. 2015). Moreover, these patterns revealed significant differences in the expression of transcripts enriched in specific types of cells and tissues. Based on these results, we assigned the identified molecular pathways to cellular compartments of OA-affected knee cartilage. The processes may have different or opposite roles in the regulation of catabolic and anabolic processes, but all the alterations eventually lead to joint degeneration.

Several potential limitations should be acknowledged. First, our analysis of cell-type-associated gene expression relied on a database of basal transcriptional profiles from various tissues and cell types rather than the gene expression profiles of OA-affected knee cartilage. We have included the most comprehensive dataset of gene expression profiling available in various cell types, and the obtained results are scientifically sound. Additional single-cell, transcriptomic studies are required to better understand the complex profile of gene expression alterations associated with the process of OA development. Second, the limitations of our strategy include potential differences in OA aetiology between the human and animal model, and the extreme complexity of the analysed tissue. Third, this study was limited to transcriptional mechanisms activated in response to MIA administration. We previously validated the use of the MIA-induced model of knee OA in rats (Malek et al. 2015). Despite these limitations, the obtained results may provide new insights into the molecular control of the early and intermediate phases of OA development.

## Conclusions

Our study provides evidence that the progression of cartilage damage is driven by the complex but precise regulation of gene patterns, which are induced or suppressed during various stages of cartilage damage. 

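From day 2 to day 14, 22 of 57 WNT signalling genes rose and none fell (26 when adjusted over the list alone), with a median of 0.24 (adjusted p = 1.7e-07, and 0.11 with an estimated correlation). Fzd8 and Prkca rose by 1.03 and 0.85 in this interval, and Dkk3, a secreted relative of the Dickkopf inhibitors, by 2.06. Wif1, which binds WNT ligands, remained lower at day 28 (-1.95). Against intact animals, 12 WNT genes were lower and 9 higher at day 14, and 8 lower and 13 higher at day 28 (medians -0.098 and 0.049, adjusted p = 0.40 and 0.56). Of the 59 transcripts of pattern C, which the paper connects with endochondral ossification, 57 were lower at day 28, among them Frzb (-2.38), Fgf2 (-0.91) and Bmp6 (-1.14). Frzb lay at 10.35 to 10.62 in the intact arrays and at 7.49 to 8.48 in all MIA-treated arrays. Of 37 genes of a separate list of endochondral ossification, 12 were lower and 6 higher at day 14, with a median of -0.26 (adjusted p = 0.023, and 0.52 with an estimated correlation), a call that was lost without intact replicate 1 (-0.15), intact replicate 3 (-0.25) or day 14 replicate 3 (-0.15). The gene list shift, endochondral ossification, day 14 - intact, did not pass either with the marrow markers as a covariate (median -0.16, adjusted p = 0.085) or without the 4 arrays with the most skeletal muscle signal (median -0.16, adjusted p = 0.16), both added after the data were seen. At day 28, 7 were lower and 7 higher, with a median of 0.043 (adjusted p = 0.98). Adjusted over the list alone, 16 were lower and 6 higher at day 14, and 7 and 9 at day 28.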

We see a dramatic, temporary loss of transcripts involved in the WNT signalling pathway and a constant downregulation of genes related to endochondral ossification. However, the decrease in the transcript abundance of genes connected to PPARG-signalling was more gradual. 

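Of 27 genes of PPAR signalling and lipid storage, 13 were already lower at day 2 and 6 were higher (14 and 6 when adjusted over the list alone), with a median of -0.53 that did not pass (adjusted p = 0.23). The higher ones included Angptl4, an inhibitor of lipoprotein lipase (1.99), and the lipid droplet protein Plin2 (1.57), which macrophages also express. From day 2 to day 14, 13 fell and 1 rose, with a median of -0.37 (adjusted p = 0.00079, and 0.36 with an estimated correlation). From day 14 to day 28, 7 fell and none rose (13 fell when adjusted over the list alone), with a median of -0.53 (adjusted p = 9.5e-15, and 0.10 with an estimated correlation). Plin1 differed by -0.90 and -1.40 at the 2 steps, and Pparg by -0.41 and -0.95 (adjusted p = 0.27 and 0.079).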

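From day 2 to day 14, 10 of 21 genes of IL-1 family signalling fell and none rose, with a median of -0.27 (adjusted p = 0.00011, and 0.17 with an estimated correlation). In the same interval 9 of 26 genes of Toll-like receptor signalling fell and 2 rose, with a median of -0.21 (adjusted p = 0.00064, and 0.27 with an estimated correlation). Macrophage and monocyte markers fell too, with 20 of 30 lower and none higher (23 lower when adjusted over the list alone; median -0.80, adjusted p = 8.6e-13, and 0.21 with an estimated correlation), as did 12 of 23 dendritic cell markers, with 1 higher (12 and 2 when adjusted over the list alone; median -0.56, adjusted p = 1.1e-05, and 0.21 with an estimated correlation). Table S1 lists 7 of the first and 4 of the second, chosen on these arrays. Tlr1 differed by -1.65, Il18 by -1.24 and Nlrp3 by -1.32 between days 2 and 14. Against intact animals, 3 IL-1 genes were higher and 4 lower at day 28 (median 0.025, adjusted p = 0.77), and 6 Toll-like receptor genes were higher and 2 lower (median 0.055, adjusted p = 0.089). Of the 18 matrix metalloproteinases, 3 were higher and 5 lower at day 2, with a median of 0.014 (adjusted p = 0.90), and 9 higher and 2 lower at day 14, with a median of 0.45 (adjusted p = 0.0018, and 0.14 with an estimated correlation). Between days 2 and 14, 8 rose and none fell (10 rose when adjusted over the list alone), with a median of 0.48 (adjusted p = 1.9e-05, and 0.10 with an estimated correlation), and Mmp12 rose by 2.81.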

Transcripts related to the immunological response showed an early spike in expression levels, while genes related to matrix metalloproteinases exhibited a delayed increase in abundance levels. 

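The mean mRNA abundance over the 27 genes of PPAR signalling and lipid storage was 8.95 ± 0.21 in intact animals, 8.66 ± 0.073 at day 2, 8.30 ± 0.19 at day 14 and 7.65 ± 0.11 at day 28 (mean ± SD, n = 4 arrays). Over the 18 matrix metalloproteinases it was 8.37 ± 0.094 in intact animals, 8.40 ± 0.050 at day 2, 8.93 ± 0.063 at day 14 and 8.95 ± 0.13 at day 28. Among the single genes, Pck1, an enzyme of glyceride synthesis, lay at 9.95 ± 0.35 in intact animals and 6.78 ± 0.34 at day 28, and Mmp14, a collagenase, lay at 10.19 ± 0.17 and 11.66 ± 0.11.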

We conclude that the expression of PPARG-signalling genes correlates negatively with the different stages of OA and that the expression of matrix metalloproteinase genes correlates positively with OA development. Moreover, our results suggest that the observed transcriptional alterations are located in diverse cellular compartments of knee cartilage. We can speculate that synoviocytes, osteoblasts, epithelial fibroblasts, and immunological cells process specific, complementary, or oppositional physiological programmes during OA pathogenesis. The presented classification of transcript alterations that are associated with the development of cartilage degeneration provides novel insight into the OA disease process.

## Electronic supplementary material

Supplementary Table S1 A table listing the results from the gene expression profiling of the MIA-treatment effects in the knee joint. mRNA abundance levels of 272 genes were found to be significantly different between the intact control and MIA-treated animals (*t* test; *p* < 0.0001 corresponding to FDR < 0.1%) during at least one of the time points (fold of change > 2). The second sheet contains lists of the genes from the five major gene expression networks (A–E).

Supplementary Table S2 The results of the TFBS analysis of the regulatory regions of the MIA-regulated genes. The table contains lists of the genes with experimentally validated binding sites for particular regulatory factors (with the average coverage of the ChIP-seq signal at > 1). Only transcription factors with a significant overrepresentation in the indicated gene cluster were included in the table. The analysis was performed using the Seqinspector resource available at http://seqinspector.cremag.org (Piechota et al. 2016).

Supplementary Table S3 The results of the functional enrichment analyses performed with the Enrichr tool for the five clusters of genes significantly altered by the MIA injection. The table consists of an enriched term, the number of input genes in the pathway (overlap), the *p* value (*p* < 0.05), the z score, the combined score (computed as logarithm from *p* value from the Fisher’s exact test multiplied by the z score of the deviation from the expected rank), and the names of overrepresented genes.

## Abbreviations

OA: osteoarthritis
MIA: monoiodoacetate
PPR: pattern recognition receptors

How the deposited data were processed for this re-analysis (not part of the article)

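Total RNA from the knee tissue of intact rats and of rats killed 2, 14 and 28 days after an injection of MIA into the knee was measured on Affymetrix Rat Gene 2.0 ST arrays, with 4 arrays per group and 16 in all. The tissue held meniscus and articular cartilage of the tibia and femur with small parts of joint capsule and bone. Groups were taken from the sample labels, and replicate numbers from the sample titles. Those in the descriptions differ at day 2. Tissue came from single animals and the RNA of 2 animals was pooled per array, so each group holds 8 rats on 4 arrays, and each array was treated as 1 independent sample.

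The authors deposited log2 values per probe set. According to the sample labels these were made by RMA in oligo 1.36.1, with background subtraction, quantile normalisation between arrays and summarising of the probes, and according to the methods by GeneChip Operating Software followed by background subtraction, quantile normalisation and log2 transformation. The values were used as they stood, without a further transformation or filter. Depth is not defined for arrays, and the number of arrays limits the precision. Of 36685 probe sets, 18511 were paired with 1 gene symbol, 18394 of which were checked by gene identifier against the reference table without a differing symbol. For the gene lists, the brightest probe set stood for a gene. Genes that the study names were taken from their probe set in Table S1 where it lists them. All other named genes were taken from the brightest probe set. No coordinates are given since the array build is not named.

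Computations were done in R 4.3.3 with limma 3.58.1, and the plots in Python 3.11.15 with matplotlib 3.10.9. A linear model with 1 mean per group was fitted to each probe set, and 5 comparisons were made, each day against intact, day 14 against day 2 and day 28 against day 14. Moderated statistics came from eBayes (2.86 prior degrees of freedom), the moderated F-test covered the 3 comparisons with intact, and p was adjusted by the Benjamini-Hochberg method over all 36685 probe sets. The threshold was an adjusted p of 0.05. The study's own rule was taken as Welch's test per probe set with p under 0.0001 and a fold change over 2 on at least 1 day. The ANOVA filter that the abstract names was not added to it. The mean of each pattern of Table S1 was compared between groups with a two-sided exact permutation test over arrays, adjusted over 25 comparisons.

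The named genes follow a rule set in advance, although the values of Table S1 had been seen. They are, per day and direction, the 10 genes with the largest change among those with an adjusted p under 0.05, a fold change over 2 and every array of the day beyond every intact array; every gene that the study names in its results, discussion, conclusions or figure labels; and per gene list up to 4 members with the largest change. The 41 gene lists were written from general knowledge of pathways and cell types, after the study and its supplementary tables had been read. Those that hold genes of Table S1 are therefore not independent of these arrays. All 41 were tested with camera at a correlation of 0.01, adjusted over 205 pairs of list and comparison. They cover PPAR signalling and lipid storage, lipolysis and triacylglycerol synthesis, WNT signalling, integrins and focal adhesion, endochondral ossification, renin-angiotensin pathway, semaphorins and receptors, matrix metalloproteinases, ADAMTS aggrecanases and relatives, protease inhibitors of the matrix, Toll-like receptor signalling, IL-1 family signalling, inflammatory cytokines and chemokines, interferon-stimulated genes, complement, DNA replication and mitosis, glycolysis, oxidative phosphorylation, hypoxia response, unfolded protein and oxidative stress response, circadian clock, TGF-beta and BMP family, fibrillar collagens and their processing, neurotrophins and pain mediators, chondrocyte markers, adipocyte markers, osteoblast and osteocyte markers, osteoclast markers, synovial and fibroblast markers, macrophage and monocyte markers, dendritic cell markers, neutrophil markers, T and NK cell markers, B and plasma cell markers, mast cell markers, erythroid and marrow progenitor markers, endothelial markers, smooth muscle and pericyte markers, skeletal muscle markers, Schwann cell and neuronal markers and epithelial markers.

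The code was tested on simulated data, in which 200 of 36685 probe sets were changed at day 2. Of those changed by a log2 value of 0.5, 1 and 2, limma called 25.4%, 76.1% and 98.5%, and Welch's test after adjustment called 4.48%, 29.9% and 62.1%. Of the limma calls 5.96% were unchanged probe sets, and a shifted list had an adjusted p of 1.4e-46 against 0.92 for an unchanged list. The noise was drawn independently for each probe set, without correlation between genes. The list result therefore does not show how camera behaves on the real arrays. Alternatives covered the scaling (cyclic loess, or each array centred on its median), a filter on the dimmest 40% of probe sets, probe sets with 1 symbol, the variance model, array weights, the replicate number as a block, fits on 2 groups, each array left out in turn, other tests and thresholds, other list tests, lists without the genes of Table S1, the mean over the probe sets of a gene, the median over transcripts, and the linkage and number of clusters. Covariates for skeletal muscle and marrow signal, and the removal of the 4 arrays with the most skeletal muscle and the 2 later arrays with the most marrow signal, were added after the data were seen. The enrichment of transcription factor binding sites, the behavioural measures and other data of the paper were not analysed here.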

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

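The tests of neutrophil against erythroid markers and of dilution were chosen only after the results had been seen. Genes of fibrillar collagens and their processing, which form and cross-link collagen fibres, were higher at day 28 (25 higher and 0 lower of 30, median 0.59, adjusted p = 3.0e-17, and 0.15 with an estimated correlation), and so were osteoclast markers at day 14 (7 higher and 1 lower of 10, median 0.59, adjusted p = 0.00021, and 0.33 with an estimated correlation). Genes of DNA replication and mitosis were higher at day 2 (39 higher and 0 lower of 39, median 1.15, adjusted p = 3.1e-24, and 0.21 with an estimated correlation). Genes of the TGF-beta and BMP family (2 higher and 20 lower of 35, median -0.44, adjusted p = 4.3e-07, and 0.10 with an estimated correlation) and of the circadian clock (2 higher and 11 lower of 16, median -0.59, adjusted p = 0.00063, and 0.21 with an estimated correlation) were lower at day 2, as were synovial and fibroblast markers (2 higher and 10 lower of 22, median -0.25, adjusted p = 0.0022, and 0.37 with an estimated correlation). At day 14, aggrecanases and their relatives (6 higher and 1 lower of 13, median 0.27, adjusted p = 0.0086, and 0.30 with an estimated correlation) and genes of oxidative phosphorylation (18 higher and 1 lower of 36, median 0.29, adjusted p = 5.8e-08, and 0.37 with an estimated correlation) were higher, and mast cell markers were lower (0 higher and 4 lower of 11, median -0.50, adjusted p = 0.0040, and 0.37 with an estimated correlation). At day 28, genes of glycolysis (8 higher and 1 lower of 17, median 0.40, adjusted p = 7.5e-05, and 0.22 with an estimated correlation), of the hypoxia response (9 higher and 2 lower of 17, median 0.44, adjusted p = 5.6e-05, and 0.30 with an estimated correlation) and of the unfolded protein and oxidative stress response (7 higher and 1 lower of 18, median 0.22, adjusted p = 0.015, and 0.27 with an estimated correlation) were higher, and interferon-stimulated genes were lower (0 higher and 18 lower of 24, median -0.68, adjusted p = 1.6e-09, and 0.30 with an estimated correlation). The skeletal muscle markers were shifted up at day 14 (0 higher and 0 lower of 25 by limma after adjustment, 1 and 0 at an unadjusted p under 0.05, and with the Welch test 0 and 0 adjusted and 0 and 0 unadjusted; median 1.16, adjusted p = 0.025, and 0.72 with an estimated correlation), a call that was lost without intact replicate 1 (0.57), intact replicate 4 (0.91) or day 14 replicate 3 (0.53). The gene list shift, mast cell markers, day 14 - intact, moved to a median of -0.17 with the marrow markers as a covariate, added after the data were seen, and no longer passed (adjusted p = 0.20; 8.6e-05 to 0.37 over all alternatives). Among the day 14 arrays the mast cell mean was highest in replicate 2, which also had the most marrow signal. The gene list shift, oxidative phosphorylation, day 14 - intact, had a median of 0.22 without day 14 replicate 3, the array with the most skeletal muscle signal (adjusted p = 5.1e-06; 6.5e-10 to 0.37 over all alternatives). These lists are given because most of their genes are not in Table S1, although the paper names Bmp4 and Bmp6, reports an enrichment of transcripts found in mouse embryonic fibroblasts, and lists terms of DNA replication, the circadian rhythm and TGF-beta signalling in Table S3. Table S1, chosen on these arrays, lists 2 of fibrillar collagens and their processing (27 higher and 0 lower when adjusted over the list alone), 1 of osteoclast markers (8 higher and 1 lower when adjusted over the list alone), 13 of DNA replication and mitosis (39 higher and 0 lower when adjusted over the list alone), 9 of TGF-beta and BMP family (2 higher and 23 lower when adjusted over the list alone), 2 of circadian clock (2 higher and 11 lower when adjusted over the list alone) and 3 of synovial and fibroblast markers (2 higher and 11 lower when adjusted over the list alone). Of the other lists it holds 0 of ADAMTS aggrecanases and relatives (6 higher and 1 lower when adjusted over the list alone), 0 of oxidative phosphorylation (22 higher and 1 lower when adjusted over the list alone), 0 of mast cell markers (0 higher and 7 lower when adjusted over the list alone), 0 of glycolysis (13 higher and 2 lower when adjusted over the list alone), 0 of hypoxia response (11 higher and 2 lower when adjusted over the list alone), 0 of unfolded protein and oxidative stress response (9 higher and 2 lower when adjusted over the list alone) and 0 of interferon-stimulated genes (1 higher and 22 lower when adjusted over the list alone).

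Of the 41 lists, 3 passed camera in opposite directions on different days, while others differed between days in size. The gene list shift, DNA replication and mitosis, day 28 - intact, on which 1 of these rests, had a median of 0.018 (adjusted p = 0.82) with the marrow markers as a covariate, added after the data were seen, and an adjusted p of 2.2e-07 to 0.82 over all alternatives, and marrow markers were lower at day 28 too. Between the first day lower and the first day higher, the medians were apart by 1.35 (medians -0.20 to 1.15) for DNA replication and mitosis, by 0.83 (medians -0.26 to 0.57) for fibrillar collagens and by 0.67 (medians -0.24 to 0.44) for the hypoxia response. The difference was tested from day to day. For DNA replication the median changed by -1.12 from day 2 to day 14 (adjusted p = 6.6e-33, and 0.15 with an estimated correlation) and by -0.25 from day 14 to day 28 (adjusted p = 9.3e-13, and 0.33). For the collagens it changed by 0.85 (adjusted p = 2.5e-22, and 0.12 with an estimated correlation) and 0.14 (adjusted p = 0.0040, and 0.56), of which the gene list shift, fibrillar collagens and their processing, day 28 - day 14 did not pass with the muscle markers as a covariate (median 0.057, adjusted p = 0.20) or without the 4 arrays with the most skeletal muscle signal (median 0.042, adjusted p = 0.30), both added after the data were seen (adjusted p = 0.00092 to 0.56 over all alternatives). For the hypoxia response it changed by 0.25 (adjusted p = 0.0024, and 0.37 with an estimated correlation) and 0.36 (adjusted p = 7.3e-14, and 0.10).

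Single arrays lay far from the other 3 of their group in the mean log2 level of 8 of 184 combinations of measure and group, where chance gives about 1 in 20, or 9.2. These were matrix metalloproteinases in day 28 replicate 4 (8.76, the other 3 arrays 9.00 to 9.03), protease inhibitors of the matrix in intact replicate 4 (10.03, the other 3 arrays 10.14 to 10.15), complement in day 28 replicate 4 (9.08, the other 3 arrays 9.32 to 9.33), glycolysis in intact replicate 4 (8.63, the other 3 arrays 8.90 to 8.95), oxidative phosphorylation in day 14 replicate 3 (9.94, the other 3 arrays 9.49 to 9.55), adipocyte markers in day 28 replicate 3 (7.35, the other 3 arrays 7.04 to 7.07), B and plasma cell markers in day 14 replicate 2 (7.80, the other 3 arrays 6.89 to 6.91) and erythroid and marrow progenitor markers in intact replicate 3 (9.06, the other 3 arrays 9.34 to 9.38).

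Markers of neutrophils (1 higher and 13 lower of 20, median -1.79, adjusted p = 2.3e-05, and 0.45 with an estimated correlation), of erythroid and marrow progenitor cells (0 higher and 11 lower of 13, median -1.84, adjusted p = 1.4e-06, and 0.31 with an estimated correlation) and of B and plasma cells (1 higher and 12 lower of 19, median -1.05, adjusted p = 7.1e-06, and 0.33 with an estimated correlation) were lower at day 28. In intact animals Ngp, a granule protein of neutrophils, lay at 12.26 ± 0.13 and Slc4a1, the anion exchanger of red cells, at 11.42 ± 0.27, against 9.99 ± 1.70 and 8.39 ± 1.32 at day 28, and none of these markers is in Table S1. Dilution by another tissue is argued against by the osteoclast markers, whose median at day 28 was 0.58 against -1.84 for the erythroid markers. Within groups the neutrophil and erythroid scores rose and fell together over the 16 arrays (Pearson r = 0.935, 95% interval 0.79 to 0.98, permutation p = 0.00015, adjusted p = 0.00030 over the 2 correlations computed; Spearman rho = 0.85, permutation p = 0.00135; r = 0.847 without the 2 farthest arrays). Less marrow or blood in the dissected tissue and a loss of marrow cells in the diseased joint both stay open. The correlation cannot tell them apart, since these scores would vary together under either.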

How the results depend on the processing

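The alternatives with the skeletal muscle and marrow markers, as covariates or by leaving arrays out, were chosen only after the data had been seen, and all others before. Of 436 recomputed counts, 334 stayed within 1.5 times the value reported and 102 did not. Of 450 pattern means 430 stayed within the spread between arrays and 20 moved. Of 6765 gene list shifts, 6388 kept their direction and their side of the threshold, 229 no longer passed, 142 newly passed and 6 reversed. Of 18000 values of single genes these numbers were 17414, 444, 139 and 3. The cause was not tested for the changes listed here, except that the marrow covariate is made of neutrophil and erythroid genes, so the reversals of these genes under it follow from its construction. Cyclic loess left all 13 counts within 1.5 times, and with the variance model of limma changed, all 205 list shifts kept their side. The replicate numbers do not pair the arrays, since 4 of 16 correlated best with an array of their own number, and with the number as a block 10540 probe sets changed over the 4 groups, or 10766 with the numbers of the descriptions. Signal near background limits what can be called, and the filter on dim probe sets tests this in part.

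Counts that moved are given as higher and lower probe sets. With each array centred on its own median, it was 2728 lower at day 2. Without the dimmest 40% of probe sets, it was 147 and 155 at day 28 against day 14. With only the probe sets of 1 gene symbol, it was 140 higher at day 28 against day 14. With trend and robust set in limma, it was 118 higher at day 28 against day 14. With array weights, it was 176 and 258 at day 28 against day 14. Fitted on its 2 groups only, the counts were 2071 and 1309 at day 14, 1838 higher at day 28 and 9 and 18 at day 28 against day 14. With Welch's test at the study's thresholds, the counts were 184 and 136 at day 2, 34 and 28 at day 14, 38 and 80 at day 28, 106 and 33 at day 14 against day 2 and 1 and 5 at day 28 against day 14. With Welch's test after Benjamini-Hochberg adjustment, the counts were 3522 and 2254 at day 2, 860 and 420 at day 14, 1210 and 841 at day 28, 1366 and 1402 at day 14 against day 2 and 0 and 0 at day 28 against day 14. With Student's test at the study's thresholds, the counts were 284 and 207 at day 2, 71 and 49 at day 14, 64 and 130 at day 28, 155 and 89 at day 14 against day 2, 2 and 6 at day 28 against day 14 and 688 by the study's rule. With Student's test after Benjamini-Hochberg adjustment, the counts were 1950 and 1049 at day 14, 1520 lower at day 28 and 6 and 3 at day 28 against day 14. At an adjusted p under 0.001, the counts were 4203 over the 4 groups, 2129 and 1213 at day 2, 611 and 411 at day 14, 564 and 528 at day 28, 876 and 813 at day 14 against day 2 and 1 and 5 at day 28 against day 14. With a fold change over 2 added, the counts were 660 and 492 at day 2, 379 and 345 at day 14, 218 and 540 at day 28, 412 and 327 at day 14 against day 2 and 11 and 43 at day 28 against day 14. With an ordinary one-way ANOVA at an adjusted p under 0.001, it was 4050 over the 4 groups. With the skeletal muscle markers as a covariate, it was 18 and 36 at day 28 against day 14. With the marrow markers as a covariate, the counts were 1573 and 1181 at day 14 and 715 and 823 at day 28. Without the 4 arrays with the most skeletal muscle signal, the counts were 2055 higher at day 14, 1657 higher at day 28, 2 and 9 at day 28 against day 14 and 164 by the study's rule. Without the 2 later arrays with the most marrow signal, it was 21 and 64 at day 28 against day 14. By Welch's test unadjusted, 1923 and 1777 had p under 0.05 at day 28 against day 14, and by limma 2122 and 2047. The share of transcripts placed in the same pattern on re-clustering was 74.7% with median centring, 73.9% without the muscle-rich arrays, 75.1% without the marrow-rich arrays.

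The pattern mean log2 difference from intact moved in these cases. For pattern mean log2 difference from intact, pattern B, day 2, it was -1.46 with cyclic loess, -1.26 with median centring, -1.17 as the median over transcripts. As to pattern mean log2 difference from intact, pattern C, day 28, it was -1.28 with cyclic loess, -1.11 as the median over transcripts. For pattern mean log2 difference from intact, pattern E, day 2, it was 1.44 with cyclic loess, 1.59 with median centring, 1.33 as the median over transcripts, 1.48 with the muscle covariate, 1.49 without the muscle-rich arrays. As to pattern mean log2 difference from intact, pattern C, day 2, it was -1.50 as the median over transcripts. For pattern mean log2 difference from intact, pattern C, day 14, it was -1.11 as the median over transcripts. As to pattern mean log2 difference from intact, pattern D, day 2, it was 0.24 as the median over transcripts. For pattern mean log2 difference from intact, pattern D, day 14, it was 1.25 as the median over transcripts. As to pattern mean log2 difference from intact, pattern D, day 28, it was 1.31 as the median over transcripts, 1.32 with the marrow covariate. For pattern mean log2 difference from intact, pattern E, day 28, it was 0.066 as the median over transcripts. As to pattern mean log2 difference from intact, pattern B, day 28, it was -0.14 with the marrow covariate.

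With an estimated correlation the adjusted p was 0.48 for the gene list shift, integrins and focal adhesion, day 2 - intact, 0.14 for the gene list shift, WNT signalling, day 2 - intact, 0.27 for the gene list shift, endochondral ossification, day 2 - intact, 0.30 for the gene list shift, semaphorins and receptors, day 2 - intact, 0.21 for the gene list shift, Toll-like receptor signalling, day 2 - intact, 0.12 for the gene list shift, IL-1 family signalling, day 2 - intact, 0.27 for the gene list shift, macrophage and monocyte markers, day 2 - intact, 0.25 for the gene list shift, dendritic cell markers, day 2 - intact, 0.14 for the gene list shift, PPAR signalling and lipid storage, day 28 - intact, 0.10 for the gene list shift, matrix metalloproteinases, day 28 - intact, 0.10 for the gene list shift, adipocyte markers, day 28 - intact, at the medians given before (-0.10, -0.29, -0.43, -0.15, 0.42, 0.63, 1.08, 0.54, -0.65, 0.54, -2.61, in the same order). For the gene list shift, osteoblast and osteocyte markers, day 2 - intact, the median was -0.42 (adjusted p = 0.039) with cyclic loess. In the gene list shift, renin-angiotensin pathway, day 2 - intact, the median was -0.054 (adjusted p = 0.043) with median centring, -0.14 (adjusted p = 1.5e-06) by fry, which tests the list against no change and not against other transcripts. As to the gene list shift, integrins and focal adhesion, day 2 - intact, the median was -0.10 (adjusted p = 0.052) on 2 groups only, -0.072 (adjusted p = 0.36) without the genes of Table S1. For the gene list shift, semaphorins and receptors, day 2 - intact, the median was -0.14 (adjusted p = 0.30) without the genes of Table S1. In the gene list shift, neutrophil markers, day 14 - intact, the median was 0.23 (adjusted p = 0.021) with the marrow covariate. As to the gene list shift, DNA replication and mitosis, day 28 - intact, the median was 0.018 (adjusted p = 0.82) with the marrow covariate. For the gene list shift, osteoblast and osteocyte markers, day 28 - intact, the median was 0.55 (adjusted p = 2.9e-06) with the marrow covariate, 0.23 (adjusted p = 0.021) without the muscle-rich arrays. In the gene list shift, neutrophil markers, day 28 - intact, the median was 0.15 (adjusted p = 0.15) with the marrow covariate. As to the gene list shift, neutrophil markers, day 28 - day 14, the median was 0.56 (adjusted p = 0.0051) without the muscle-rich arrays. For the gene list shift, B and plasma cell markers, day 28 - day 14, the median was 0.26 (adjusted p = 0.015) without the muscle-rich arrays. In the gene list shift, erythroid and marrow progenitor markers, day 28 - day 14, the median was 0.56 (adjusted p = 0.0054) without the muscle-rich arrays.

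Among single genes, Jchain, day 28 against intact was 0.11 (adjusted p = 0.92) with the marrow covariate, Mmp8, day 28 against intact was 0.27 (adjusted p = 0.59) with the marrow covariate, Ngp, day 28 against intact was 0.17 (adjusted p = 0.86) with the marrow covariate. Leaving out 1 array at a time gave 1461 to 2351 probe sets lower at day 14 than in intact, 187 to 451 probe sets passing the study's own rule, 25 to 79 probe sets higher at day 28 than at day 14, 44 to 121 probe sets lower at day 28 than at day 14, 74.7% to 96.3% for the share of transcripts placed in the same pattern on re-clustering, 1.49 to 1.54 for the pattern mean log2 difference from intact, pattern E, day 2, -0.13 to -0.088 for the gene list shift, integrins and focal adhesion, day 2 - intact, -0.34 to -0.15 for the gene list shift, osteoblast and osteocyte markers, day 2 - intact and 0.091 to 0.27 for the gene list shift, osteoblast and osteocyte markers, day 28 - intact.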

Differences from the paper's values

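The paper's one-way ANOVA reports 884 transcripts, qualified by an expected number of false positives of about 0 and without a p threshold in the results text, whereas the moderated F-test at an adjusted p under 0.05 passed 11361, so the counts are not at the same stringency, and 4203 passed at an adjusted p under 0.001. None of the 27 alternatives set before the data were examined came within 1.5 times of the paper's count, and they ranged from 4050 to 12537. With a t-test p under 0.0001 and a fold change over 2 the paper reports 272 transcripts. Welch's test at these thresholds passed 450, of which 218 are in Table S1. The paper's abstract also names an ANOVA false discovery rate for the 272, which was not applied to the 450. The counts may therefore not follow the same rule. Of 21 alternatives 11 came within 1.5 times, with only the probe sets with 1 gene symbol or without intact replicates 1, 2, 3 or 4, day 2 replicates 1, 2, 3 or 4 or day 28 replicates 1 or 4. The other 10 did not, and all ranged from 187 to 688. Leaving out an array also lowers the power of Welch's test, so those nearer counts are not a like comparison with the paper's.

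The remaining values are log2 differences from intact of genes the paper names, as listed in Table S1, and a difference is listed where it exceeds the SD between arrays or has the opposite sign. Of 114 such values, 24 did. Every listed value at day 2 was lower in the paper than here. With cyclic loess most of the 24 came within the error, so these gaps depend on the scaling. The exceptions were Timp2 at day 2, Sema3e at day 28, and Mmp2 and Lbp at days 14 and 28. For Itga8 at day 2 the paper's value is -1.27 and the value here was -1.16, and 5 of 25 alternatives came within the error, with cyclic loess, with array weights or without intact replicates 2 or 4 or day 2 replicate 1, but not the others. At day 2, Lamb2 is given by the paper as -1.09 and was -0.92 here, and 1 of 25 alternatives came within the error, with cyclic loess, but not the others. Prkca at day 2 has a paper's value of -1.16 beside -0.96 here, and 1 of 25 alternatives came within the error, with cyclic loess, but not the others. The paper's log2 difference of Prkca at day 14 is -0.22, that here was -0.11, and 7 of 25 alternatives came within the error, with cyclic loess, with array weights or without intact replicates 1 or 4 or day 14 replicates 1, 2 or 3, but not the others. For Prkca at day 28 the paper's value is -0.31 and the value here was -0.19, and 3 of 25 alternatives came within the error, with cyclic loess or without intact replicate 1 or day 28 replicate 2, but not the others. At day 2, Timp2 is given by the paper as -1.19 and was -0.46 here, and none of the 25 alternatives came within the error, the range being -0.63 to -0.38. Timp2 at day 14 has a paper's value of -0.05 beside 0.091 here, and 1 of 25 alternatives came within the error, with cyclic loess, but not the others. The paper's log2 difference of Timp2 at day 28 is 0.13, that here was 0.24, and 2 of 25 alternatives came within the error, with cyclic loess or without intact replicate 3, but not the others. For Igfbp6 at day 2 the paper's value is -2.39 and the value here was -2.12, and 4 of 25 alternatives came within the error, with cyclic loess or without intact replicate 1 or day 2 replicates 1 or 2, but not the others. At day 2, Atf5 is given by the paper as -1.58 and was -1.49 here, and 3 of 25 alternatives came within the error, with cyclic loess or without intact replicate 3 or day 2 replicate 4, but not the others. Frzb at day 2 has a paper's value of -2.75 beside -2.60 here, and 4 of 25 alternatives came within the error, with cyclic loess or without intact replicates 2 or 3 or day 2 replicate 1, but not the others. The paper's log2 difference of Ace at day 2 is -1.41, that here was -1.26, and 1 of 25 alternatives came within the error, with cyclic loess, but not the others. For Bmp4 at day 2 the paper's value is -1.46 and the value here was -1.23, and 2 of 25 alternatives came within the error, with cyclic loess or without intact replicate 1, but not the others. At day 28, Sema3e is given by the paper as -1.81 and was -1.63 here, and 3 of 25 alternatives came within the error, with array weights or without intact replicate 1 or day 28 replicate 4, but not the others. Tns1 at day 2 has a paper's value of -1.18 beside -0.99 here, and 2 of 25 alternatives came within the error, with cyclic loess or without day 2 replicate 1, but not the others. The paper's log2 difference of Tns1 at day 28 is -0.59, that here was -0.48, and 4 of 25 alternatives came within the error, with cyclic loess or without intact replicates 1 or 3 or day 28 replicate 1, but not the others. For Mmp14 at day 2 the paper's value is 0.04 and the value here was 0.25, and 3 of 25 alternatives came within the error, with cyclic loess or without intact replicate 4 or day 2 replicate 1, but not the others. At day 2, Mmp2 is given by the paper as -0.21 and was 0.031 here, and 4 of 25 alternatives came within the error, with cyclic loess or without intact replicate 3 or day 2 replicates 2 or 3, but not the others. Mmp2 at day 14 has a paper's value of 1.19 beside 0.84 here, and none of the 25 alternatives came within the error, the range being 0.71 to 0.88. The paper's log2 difference of Mmp2 at day 28 is 1.29, that here was 0.89, and none of the 25 alternatives came within the error, the range being 0.75 to 0.94. For Lbp at day 14 the paper's value is 1.18 and the value here was 0.79, and none of the 25 alternatives came within the error, the range being 0.65 to 0.83. At day 28, Lbp is given by the paper as about 1.4 and was 0.93 here, and none of the 25 alternatives came within the error, the range being 0.79 to 0.97. Inhba at day 2 has a paper's value of 0.35 beside 0.55 here, and 2 of 25 alternatives came within the error, with cyclic loess or without intact replicate 4, but not the others. The paper's log2 difference of Irf8 at day 2 is 1.42, that here was 1.52, and 3 of 25 alternatives came within the error, with cyclic loess or without intact replicate 3 or day 2 replicate 2, but not the others.

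Some directions in the paper's text were compared with the tests here. The paper describes pattern D as unchanged at day 2, where 9 of 29 transcripts were higher, 5 lower and 15 did not pass, and the pattern's mean lay 0.090 from intact animals (exact permutation p = 0.171). Pattern E is described as back at its basal level by day 28, where 21 of 63 transcripts were higher and 8 lower, with a mean of 0.14 (exact permutation p = 0.0571). Genes of endochondral ossification are described as remaining at a lower level. Of the pattern C transcripts to which the paper ties them, 57 of 59 were lower at day 28, among them Frzb (-2.38), Fgf2 (-0.91) and Bmp6 (-1.14). In the wider list used here, which is not the paper's, 7 were higher and 7 lower of 37.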

Other observations

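The tests of gene lists and single genes, the correlation of adipocyte with marrow markers and the counts over other splits were planned beforehand. The other tests of explanations in this part were chosen only after the results had been seen. Chondrocyte markers were lower on each day, with 21 of 27 at day 2 (median -1.42, adjusted p = 5.5e-11, and 0.26 with an estimated correlation), 15 at day 14 (median -1.20, adjusted p = 5.9e-11, and 0.26 with an estimated correlation) and 10 at day 28 (median -0.36, adjusted p = 0.00011, and 0.42 with an estimated correlation), and none higher. The cartilage-specific inhibitor of mineralisation Ucma was lower, with differences of -2.81, -2.85 and -1.56, and Mia, a secreted protein of chondrocytes, with -2.43, -2.81 and -2.00. Of the collagens, Col12a1, which bridges collagen fibrils, rose by 0.80, 1.75 and 1.85, and Col5a3 by 1.33 at day 14 (2.83-fold at day 28), while Fmod, which organises fibrils, was lower at day 2 (-3.01). P4ha3, a prolyl hydroxylase of collagen, rose by 1.80 and 1.88 at days 14 and 28. As a group the collagen genes were lower at day 2 (3 higher and 15 lower of 30) (median -0.26, adjusted p = 0.0045, and 0.56 with an estimated correlation) and higher at day 14 (19 higher and 1 lower of 30) (median 0.57, adjusted p = 2.7e-13, and 0.21 with an estimated correlation). The aggrecanase Adamts4 rose by 1.80, 1.97 and 1.77 and Adamts1 by 1.48, 1.30 and 1.28. Of the protease inhibitors, Timp1 rose by 1.02, 1.23 and 1.26, and Timp4 was lower, with differences of -1.30, -1.03 and -1.35, the list having medians of -0.35, -0.073 and -0.12 (adjusted p = 0.077, 0.44 and 0.22 from camera). The osteoclast proton pump subunit Atp6v0d2 rose by 1.82 and 1.87 at days 14 and 28. Table S1 lists 6 of the chondrocyte, 2 of the collagen, 0 of the aggrecanase and 4 of the inhibitor genes.

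Genes of cell division were higher at day 2, such as Rrm2, which makes deoxynucleotides (1.67), and Cdc20, which triggers anaphase (1.59). Genes of oxidative phosphorylation were higher at day 2 (23 higher and 1 lower of 36) (median 0.43, adjusted p = 4.0e-07, and 0.40 with an estimated correlation), including Cox5b (0.77), a subunit of cytochrome oxidase, while the glucose transporter Slc2a1 and Hif1a, a transcription factor of the hypoxia response, rose at day 28 (1.04 and 0.60) and the hexokinase Hk2 on each day (0.85, 0.60 and 0.97). Of the clock genes, Nr1d1 was lower, with differences of -2.03, -1.36 and -1.50 and Per3 with -0.98, -1.53 and -1.55, and the hour at which tissue was taken was not used here. Hmox1, an enzyme of haem breakdown, rose by 2.15, 1.41 and 0.90, and Txnrd1, a thioredoxin reductase, by 0.89, 0.78 and 0.63. Interferon-stimulated genes were lower at day 14 (8 lower of 24) (median -0.30, adjusted p = 0.0018, and 0.55 with an estimated correlation), and the antiviral genes Mx1 and Mx2 at day 28 (-1.58 and -1.30). Complement genes were 5 higher and 4 lower of 15 at day 2 (median 0.0091, adjusted p = 0.84), where the anaphylatoxin receptor C3ar1 rose by 1.53 and C6 fell (-2.01). Of neurotrophins and pain mediators, the purinergic receptor P2rx4 rose at each day (1.04, 0.49 and 0.44) and Ntf3 was lower (-0.90, -0.82 and -0.93), and the list had medians of -0.22, -0.13 and -0.098 (adjusted p = 0.057, 0.077 and 0.14). T and NK cell genes were 6 higher and 1 lower of 26 at day 2 (median 0.011, adjusted p = 0.13), with Cd8a and Cd2 at 1.84 and 1.52. Endothelial markers were lower at day 28 (8 lower of 21) (median -0.26, adjusted p = 1.1e-06, and 0.33 with an estimated correlation), including Emcn (-0.64), Vwf (-0.74) and the lymphatic marker Lyve1 (-1.16). The mast cell protease Tpsb2 was lower at day 2 (-1.24) and day 14 (-0.86). Of the regulators that the paper names from binding sites of patterns B and E, Cebpb rose at day 2 (0.41) and Rela fell (-0.43). Irf4 was lower (-0.56) and Relb higher (0.34), the first call being lost without intact replicates 1, 2 or 3 (-0.56, -0.50 and -0.52) or day 2 replicates 2, 3 or 4 (-0.57, -0.46 and -0.57), and the second without intact replicates 1, 3 or 4 (0.30, 0.33 and 0.36) or day 2 replicates 1, 3 or 4 (0.32, 0.33 and 0.31), while Stat3 lay at 0.068 and Myog at -0.10 (adjusted p = 0.51 and 0.59). Table S1 lists 0 of oxidative phosphorylation (25 higher and 1 lower when adjusted over the list alone), 0 of interferon-stimulated genes (0 higher and 8 lower when adjusted over the list alone), 0 of complement (5 higher and 4 lower when adjusted over the list alone), 3 of neurotrophins and pain mediators (3 higher and 10 lower when adjusted over the list alone), 1 of T and NK cell markers (6 higher and 1 lower when adjusted over the list alone) and 1 of endothelial markers (0 higher and 10 lower when adjusted over the list alone).

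The adipocyte markers, 23 of 24 of which were lower at day 28 (12 of them in Table S1), include genes of high signal, with Adipoq at 11.65 ± 0.43 and Cidec at 10.37 ± 0.40 in intact animals. With the marrow markers as a covariate, the median of the adipocyte markers at day 28 was -2.57 (camera adjusted p = 2.1e-38). The covariate adjusts only by how the 2 signals vary together within groups. It therefore rests on the same variation as the correlation below and does not decide on a loss of marrow fat together with marrow. Within groups the correlation of the adipocyte and marrow scores over 16 arrays was r = -0.033 (95% interval -0.57 to 0.53, permutation p = 0.91, adjusted p = 0.91; Spearman rho = 0.15, permutation p = 0.598; r = -0.051 without the 2 farthest arrays), an interval too wide to exclude a link by itself. Skeletal muscle in place of fat is argued against by the muscle markers, which were not higher at day 28 (median -0.37). With them as a covariate the adipocyte median was -2.60 (camera adjusted p = 9.5e-31). Over all alternatives the adjusted p of gene list shift, adipocyte markers, day 28 - intact, ranged from 2.1e-38 to 0.10. Fewer fat cells in the dissected tissue and lower expression within fat cells both stay open, since the count of 23 lower markers restates the fall and cannot speak for either.

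The rise of macrophage and dendritic cell markers at day 2 was weighed against 3 technical explanations. The injection itself cannot be told apart from MIA, since the control animals were not injected. A loss of chondrocyte RNA that raises the share of every other cell type is argued against by the fibroblast, smooth muscle, osteoblast and endothelial markers, of whose medians the highest was -0.25, against 1.08 for macrophages. Since these medians were all negative, they cannot decide on a wider loss of RNA that includes those cells. Blood in the day 2 samples is argued against by the erythroid median of -0.35, and skeletal muscle by the muscle markers' median of -0.76. With the muscle markers as a covariate the macrophage median was 1.02 (camera adjusted p = 1.8e-09). Over all alternatives the adjusted p of gene list shift, macrophage and monocyte markers, day 2 - intact, ranged from 1.3e-10 to 0.27. Entry of macrophages into the joint may explain the rise, as a hypothesis that was not itself tested here, and counts of macrophages in joint sections would test it, with 7 of the 30 macrophage and 4 of the 23 dendritic cell markers in Table S1. Among these genes Cx3cr1 lay at 8.83 ± 0.062 in intact animals and 11.29 ± 0.023 at day 2.

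The real grouping called more probe sets than any other grouping tried. The smallest share that splits of 8 arrays allow is 1 of 35. A wrong split mixes arrays of different groups and widens the spread within them, so its count is low wherever the groups differ. For day 28 against day 14, fits on the 2 groups only called far fewer than 169, and Welch's test after adjustment called none. Chance is not excluded there. Of 35 splits of the same 8 arrays into 4 and 4, only 1, the real one, called as many probe sets at day 2 (9526, highest other 3), day 14 (5556, highest other 3), day 28 (5216, highest other 4), day 14 against day 2 (5331, highest other 0) and day 28 against day 14 (169, highest other 1). Of 100 splits of the 16 arrays into 4 groups, drawn at random with the real one included, only 1, the real one, gave as many over the 4 groups (11361, highest other 63), with a 2-fold change on at least 1 day (1842, highest other 23) and by the study's rule (450, highest other 6).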
